# KLF3 promotes the 8‐cell‐like transcriptional state in pluripotent stem cells

**DOI:** 10.1111/cpr.12914

**Published:** 2020-09-29

**Authors:** Jing Hao, Xi Yang, Chao Zhang, Xue‐Tao Zhang, Ming Shi, Shao‐Hua Wang, Li Mi, Yu‐Ting Zhao, Huiqing Cao, Yangming Wang

**Keywords:** early embryo development, embryonic stem cells, heterogeneity, Klf3, protein degradation

## Abstract

**Objectives:**

Mouse embryonic stem cell (mESC) culture contains various heterogeneous populations, which serve as excellent models to study gene regulation in early embryo development. The heterogeneity is typically defined by transcriptional activities, for example, the expression of Nanog or Rex1 mRNA. Our objectives were to identify mESC heterogeneity that are caused by mechanisms other than transcriptional control.

**Materials and methods:**

Klf3 mRNA and protein were analysed by RT‐qPCR, Western blotting or immunofluorescence in mESCs, C2C12 cells, early mouse embryos and various mouse tissues. An ESC reporter line expressing KLF3‐GFP fusion protein was made to study heterogeneity of KLF3 protein expression in ESCs. GFP‐positive mESCs were sorted for further analysis including RT‐qPCR and RNA‐seq.

**Results:**

In the majority of mESCs, KLF3 protein is actively degraded due to its proline‐rich sequence and highly disordered structure. Interestingly, KLF3 protein is stabilized in a small subset of mESCs. Transcriptome analysis indicates that KLF3‐positive mESCs upregulate genes that are initially activated in 8‐cell embryos. Consistently, KLF3 protein but not mRNA is dramatically increased in 8‐cell embryos. Forced expression of KLF3 protein in mESCs promotes the expression of 8‐cell‐embryo activated genes.

**Conclusions:**

Our study identifies previously unrecognized heterogeneity due to KLF3 protein expression in mESCs.

## 1 INTRODUCTION

Embryonic stem cells (ESCs) are derived from the inner cell mass of a blastocyst embryo and can self‐renew indefinitely while retaining ability to differentiate into all other cells in the body.^1^ For these remarking properties, they have played pivot roles in the development of regenerative medicine and served as great model systems to understand early embryonic development. Traditionally, ESCs are used to study tissue formation and specialization of functional cells such as neurons and cardiomyocytes. Interestingly, multiple distinct subpopulations were recently discovered in mESC cultures,^2^, ^3^, ^4^, ^5^ demonstrating the heterogeneity of mESCs. In particular, ~0.5% cells in serum cultured mESCs are found to activate 2‐cell embryo specific genes including retrotransposons MERVL and Zscan4.^6^, ^7^ Since then, the transition between ordinary mESCs and these special 2‐cell‐like cells have been adopted as a model system to study early events in 2‐cell embryos.^8^, ^9^, ^10^, ^11^, ^12^ These studies have provided significant insights on the transcriptional regulation during zygotic genome activation. However, an important question remains whether cell populations resembling other early embryonic stages prior to blastocyst development exist.

Embryonic stem cell fate is determined by multiple layers of regulation including epigenetics, transcription and translation. Accordingly, previous studies have identified a number of key regulators including chromatin modifiers, transcription factors (TFs), RNA binding proteins and non‐coding RNAs in ESCs. Sitting at the core of ESC transcriptional network are TFs Oct4 (also known as Pou5f1), Sox2 and Nanog.^13^ In addition, protein interactome studies followed by functional dissection have revealed that many other TFs work together with these core TFs to modulate ESC fate.^14^, ^15^, ^16^ Interestingly, the activity of promoters or enhancers of some TFs such as Nanog^2^ and Rex1 (also known as Zfp42)^4^ displays various degrees of heterogeneity in mESC cultures. While the relevance of heterogeneity in vitro to the cell fate determination in vivo is still in debate, studying the phenomenon has provided plenty insights on gene regulation in mESCs. Moreover, the inconsistency between RNA and protein expression is observed in around 50% differentially regulated genes during mESC differentiation,^17^ suggesting high prevalence of translation and post‐translational regulation in mESCs. Recent studies at systemic level or on individual genes find that post‐translational regulation,^18^, ^19^, ^20^, ^21^ in particular protein degradation, may play important roles in mESC fate determination. Nevertheless, mESC heterogeneity due to protein stability control has not been reported.

Kruppel‐like factor (KLF) family transcription factors play important roles in diverse physiologic and pathologic conditions.^22^, ^23^ The family has 17 members sharing highly conserved DNA‐binding domain, which locates at the C terminal and consist of three C2H2 zinc fingers. In contrast, the N‐terminal domain of KLF proteins is more variable, which recruit different coregulators to exert diverse biological functions. Klf2, Klf4 and Klf5 have been shown as essential transcription factors for pluripotency maintenance in mESCs.^21^, ^24^, ^25^ Among them, Klf4 has been used as one of the four reprogramming factors in the first study of induced pluripotent stem cells.^26^ However, except for Klf2, Klf4 and Klf5, the function for most other KLF proteins is still unknown in mESCs.

In the present study, we find that Klf3 mRNA is expressed but its protein is repressed in mESCs. KLF3 protein is translated but vigorously degraded due to its highly proline‐rich sequence, which leads to an internally disordered structure. Surprisingly, we find that KLF3 protein is expressed in a very small subset of mESCs, which upregulates numerous genes that are initially activated during 4‐ to 8‐cell embryo stages. Interestingly, KLF3 protein but not mRNA is also highly upregulated in 8‐cell embryos. Importantly, KLF3 protein may play a functional role in activating these transcripts, supported by the evidence that forced expression of KLF3 protein upregulates 8‐cell‐embryo activated transcripts. Together, this study highlights the importance of post‐translational regulation in early embryo development and identifies a distinctive population of mESCs marked by KLF3 protein expression.

## 2 MATERIALS AND METHODS

### 2.1 Cell culture

mESCs were grown in high glucose DMEM (Hyclone, Cat. #30045.10) containing 0.1 mmol/L non‐essential amino acids (Gibco, Cat. #11140050), 1 mmol/L L‐glutamine (Gibco, Cat. #25030081), 15% foetal bovine serum (PAN, Aidenbach, Cat. #2602‐P130707), penicillin‐streptomycin (Gibco, Cat. #15140163), 0.1 mmol/L β‐mercaptoethanol and 1000 U/mL mouse leukaemia inhibitory factor. C2C12, Hepa1‐6 and CT26 were cultured in DMEM/F‐12 (Invitrogen, Cat. #C11330500BT) with 10% foetal bovine serum (Gemini, Cat. #900‐108), penicillin‐streptomycin (Gibco, Cat. #15140163) and 0.1 mmol/L β‐mercaptoethanol. For EB differentiation, mESCs were cultured in ultra‐low adherent plates. mESC medium without LIF (DMEM with non‐essential amino acids, L‐glutamine, foetal bovine serum, penicillin‐streptomycin and β‐mercaptoethanol) was used. For ESC differentiation without LIF, ESC medium without LIF was used. For mESC differentiation induced by retinoic acid (RA), 1 µmol/L RA was added to mESC medium without LIF.

### 2.2 C2C12 differentiation

C2C12 was cultured in differentiation medium containing DMEM/F12 (Invitrogen, Cat. #C11330500BT), 100 mg/L BSA (MP Biomedicals, Cat. #02180728.1), 4 mg/L transferrin, 30 nmol/L sodium selenite, 1 mg/L α‐tocopherol, 0.1 mmol/L β‐mercaptoethanol, 0.5 mg/L ethanolamine, 0.5 mg/L insulin and penicillin‐streptomycin.

### 2.3 In‐house KLF3 antibody

Antigen KLF3 (14‐231AA) with C‐terminal His‐tag was extracted in the presence of 5 mol/L urea and 0.1% SDS from *E coli* BL21(DE3) plysS. Purification was made by HisPur Cobalt Resin (Invitrogen). The KLF3 rabbit polyclonal antibody was made in Biodragon Immunotech Company.

### 2.4 Western blot

Cells were collected and directly lysed in lysis buffer containing RIPA Buffer (Beyotime) with PMSF (Sigma) and phosphatase inhibitor (Roche). Tissues were washed by cold PBS and then homogenized by IKA T10 homogenizer in lysis buffer. Proteins were quantified using Pierce BCA Protein Assay Kit (Thermo Scientific). Equal amounts of proteins were loaded for immunoblotting. Proteins were electroblotted to PVDF membranes; then, PBS with QuickBlot (Beyotime) was used to block membranes. Antibodies used were rabbit anti‐KLF3 (in‐house), goat anti‐KLF3 (Abnova, Cat. #PAB6147), mouse anti‐GAPDH (Beyotime, Cat. #AF0006), mouse anti‐β‐ACTIN (Biodragon, Cat. #B1029), mouse anti‐β‐TUBULIN (Biodragon, Cat. #B1031), mouse HSP90β (Beyotime, Cat. # AF0192), rabbit anti‐CKM (ProteinTech, Cat. #18712‐1‐AP) and rabbit anti‐MYL1 (ProteinTech, Cat. # 15814‐1‐AP). Uncropped Western blotting images are provided in Figure S7.

### 2.5 RNA extraction, reverse transcription and qPCR

Total RNA was extracted according to standard TRIzol protocol (Invitrogen, Cat. #15596026) and was quantified by Biodropsis BD2000 (OSTC). Isolated RNA was reverse‐transcribed into complementary DNA (cDNA) using the HiScript II QRT SuperMix kit (Vazyme, Cat. #R223). Real‐time PCR was performed on Step One Plus Real‐Time PCR System (Applied Biosystems), and AceQ qPCR SYBR Green Master Mix (Vazyme, Cat. #Q141) was used for gene amplification and quantitation. Primers are listed in Table S3. Source data for qPCR analysis are provided in Data S1.

### 2.6 Polysome fractionation assay

Cells were treated with 100 μg/mL cycloheximide for 5 minutes and then scraped with ice‐cold PBS containing 100 μg/mL cycloheximide, protease inhibitor (Thermo Scientific, Cat. #A32965) and RNase inhibitor (Ambion, Cat. #AM2684). Pellet cells at 3000 *g* for 5 minutes then re‐suspend them in ice‐cold lysis buffer containing 30 mmol/L Tris‐Hcl pH8.0, 150 mmol/L NaCl, 1% Triton X‐100, 5 mmol/L MgCl_2,_ 1 mmol/L DTT, protease inhibitor, RNase inhibitor and 200 μg/mL cycloheximide. Cells were lysed at 4°C for 30 minutes and then centrifuged at 3000 *g* for 5 minutes. Lysate on the supernatant was layered on the top of 10%‐45% sucrose gradients (20 mmol/L Hepes‐KOH pH7.6, 100 mmol/L KCl, 15 mmol/L MgCl2, 1 mmol/L DTT, protease inhibitor, RNase inhibitor and 200 μg/mL cycloheximide), which is made by Gradient Master (Biocomp Instruments). Gradients were centrifuged at 4°C for 3 hours at 35 000 RPM in a SW‐41 rotor, and 12 fractions were then collected using Piston Gradient Fractionator (Biocomp Instruments) and Bio‐Rad Econo System (Bio‐Rad Laboratories). Before the extraction of RNA from each fraction, tagRFP mRNA was added as spike‐in. For qPCR data analysis, the spike‐in RFP mRNA was used as control.

### 2.7 IF staining

Cells were fixed with 4% paraformaldehyde for 20 minutes at room temperature. After the fixation, cells were permeabilized with 0.25% Triton X‐100 for 20 minutes at room temperature and blocked with 3% FBS in PBS for 1 hour at room temperature. Cells were then incubated with primary antibodies (1:200, anti‐KLF3, Abnova, Cat. #PAB6147) diluted in PBS with 3% FBS for 2 hours. After washing three times with PBS, the cells were incubated with secondary antibody (1:200, anti‐Goat IgG Alexa Fluor 488) for 1 hour and followed by DAPI staining. For preimplantation embryos’ IF staining, 0.1% Tween‐20 was added in PBS.

### 2.8 Vector construction

Doxycycline‐inducible plasmids were constructed from pBlueScript II; PciI and PsiI were used to remove unnecessary sequence. Plasmids expressing various fusion proteins of KLF3 and Renilla were modified from psiCheck‐2 (Promega). Codon optimization of Klf3 was performed by the software at https://www.genscript.com/tools/rare-codon-analysis. Codon optimized Klf3 and proline‐mutated Klf3 sequences were synthesized by GENEWIZ Company.

### 2.9 Luciferase assay

Cells were seeded in 96‐well plates and grown for 16 hours, and then transfected with plasmids and cultured for another 48 hours before lysis. Protein were extracted and processed for luciferase assay using the Dual‐Luciferase Reporter Assay System (Promega). Source data for luciferase assay are provided in Data S1.

### 2.10 Construction of Klf3 reporter cell line and Klf3 overexpressing cell line

For the generation of KLF3‐GFP reporter cell line, the N terminal of KLF3 without DNA‐binding domain was used. The PB‐CAGGS‐Klf3‐GFP‐EF1α‐DsRed construct was transfected into mESCs and selected with hygromycin B for 5d. Colonies containing DsRed fluorescence were then picked and expanded. For the inducible expression of KLF3 in mESCs, R26 cell line which contained Col1A1 FRT site and R26‐M2rtTA was used.^27^ Invitrogen NEON Transfection System was used to transfect pFT‐Klf3 or pFT‐GFP and pCAGGS‐flpE (Addgene plasmid #20733) into R26 cells. Transfected cells were seeded on feeder cells and selected by hygromycin B. Clones with correct insertion of Klf3 or GFP at FRT site were then picked for further experiments. Doxycycline was used at ~1 µmol/L for the induction of gene expression.

### 2.11 Flow cytometry

Cells were trypsinized and re‐suspended in ice‐cold PBS containing 2% FBS. Sorting was performed using Aria SORP (Becton, Dickinson and Company). During sorting, cells were collected in culture medium and kept at 4°C. The fraction of KLF3‐GFP‐positive cells was analysed by BD LSRFortessa SORP (Becton, Dickinson and Company). Data were analysed by FlowJo software.

### 2.12 Low‐input RT‐qPCR

For each sample, 10 cells were sorted by flow cytometry into 2 μL mild hypotonic lysis buffer composed of 0.2% Triton X‐100 and 2 U/μL of RNase inhibitor (Ambion, Cat. #AM2684). Reverse transcription reaction and PCR pre‐amplification were performed as previously described.^12^, ^28^ The qPCR was performed using AceQ qPCR SYBR Green Mater Mix (Vazyme, Cat. #Q141).

### 2.13 RNA‐seq and bioinformatics analysis

RNA was extracted from Klf3‐OE and GFP‐OE cells; then, they were enriched twice with poly‐T oligo‐attached magnetic beads and then subjected to the synthesis of double‐stranded (ds) cDNA. The ds‐cDNA was constructed with NEBNext Ultra Directional RNA Library Prep Kit (NEB cat. #E7420S) and sequenced by Illumina HiSeq platform (Novogene, Tianjin, China). For low‐input KLF3‐GFP‐positive and KLF3‐GFP‐negative cells, 500 cells were sorted by flow cytometry into mild hypotonic lysis buffer and Samrt‐seq2 protocol was applied to construct RNA libraries.^28^ The RNA‐seq libraries were sequenced on Illumina HiSeq platform (Genewiz). All sequencing reads were aligned to the mouse genome (mm10) with STAR (version 2.5.0) using the GENCODE transcript annotation as transcriptome guide. All programs were processed following default settings except for special annotation. The FPKM values generated by Cufflinks (version 2.2.1) were used to quantify the expression level. Differentially expressed genes were determined by DESeq2. GO enrichment analysis was differentially expressed genes with fold change > 2 or < 0.5 and *P*‐value < .01, and was performed with DAVID v.6.8. The enrichment of selected gene sets was calculated by java GSEA Desktop Application. R software (v3.5.1) was used for the generation of scatter plot, box plot and Venn plot. The 2C‐specific ZGA genes are genes activated during ZGA (the 2C stage) that are also enriched in 2C::tdTomato^+^ cells.^7^ Single cell RNA‐seq data from Ref 39 were used to define 8‐cell‐embryo activated genes, which are upregulated at least 16‐fold from 4‐cell to 8‐cell stage. For KLF3 motif enrichment analysis, KLF3 binding motif was obtained from MEME suite (http://meme-suite.org/db/motifs). The promoter region was defined as −1 to + 1kb around transcription start sites. RNA‐sequencing data have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE157790.

### 2.14 Quantification and statistical analysis

Data were presented as mean ± SD except where indicated otherwise. Statistical analyses were performed using the GraphPad Prism v6 software and R software (v3.5.1). Statistical significance was assessed by two‐tailed *t* test. For multiple comparison, the *P*‐value was calculated by one‐way or two‐way ANOVA with Dunnett's test.

## 3 RESULTS

### 3.1 The Klf3 mRNA but not protein is expressed in mESCs

We first analysed the expression of Klf family TFs in mESCs based on previously published RNA‐seq in mESCs^29^, ^30^, ^31^, ^32^, ^33^, ^34^ (Figure S1A). As expected, pluripotency regulating Klf2, Klf4 and Klf5 is expressed at high levels in mESCs. Interestingly, we found that Klf3, Klf9, Klf10 and Klf16 are also expressed at relatively high levels, although lower than these canonical pluripotency regulating KLF genes. Previous studies have reported that Klf3 plays important roles in erythropoiesis,^35^ adipogenesis,^36^ lymphopoiesis^37^ and cardiovascular development.^38^ We then focused our analysis on Klf3. We first checked the protein expression in V6.5 mESCs with commercial and in‐house antibodies. Surprisingly, KLF3 protein was barely detectable in V6.5 mESCs (Figure 1A). In contrast, in skeletal muscle (SM) which expressed mRNA at similar levels as mESCs, KLF3 protein was highly expressed. We further checked KLF3 protein level in Hepa1‐6, CT26, C2C12, brain, liver and heart. Interestingly, even though Klf3 mRNA was found to be expressed at higher levels in these samples than in SM, only heart expressed detectable KLF3 protein (Figure 1A,B). These results demonstrate that Klf3 protein is repressed in mESCs and various other cells.

**FIGURE 1:**
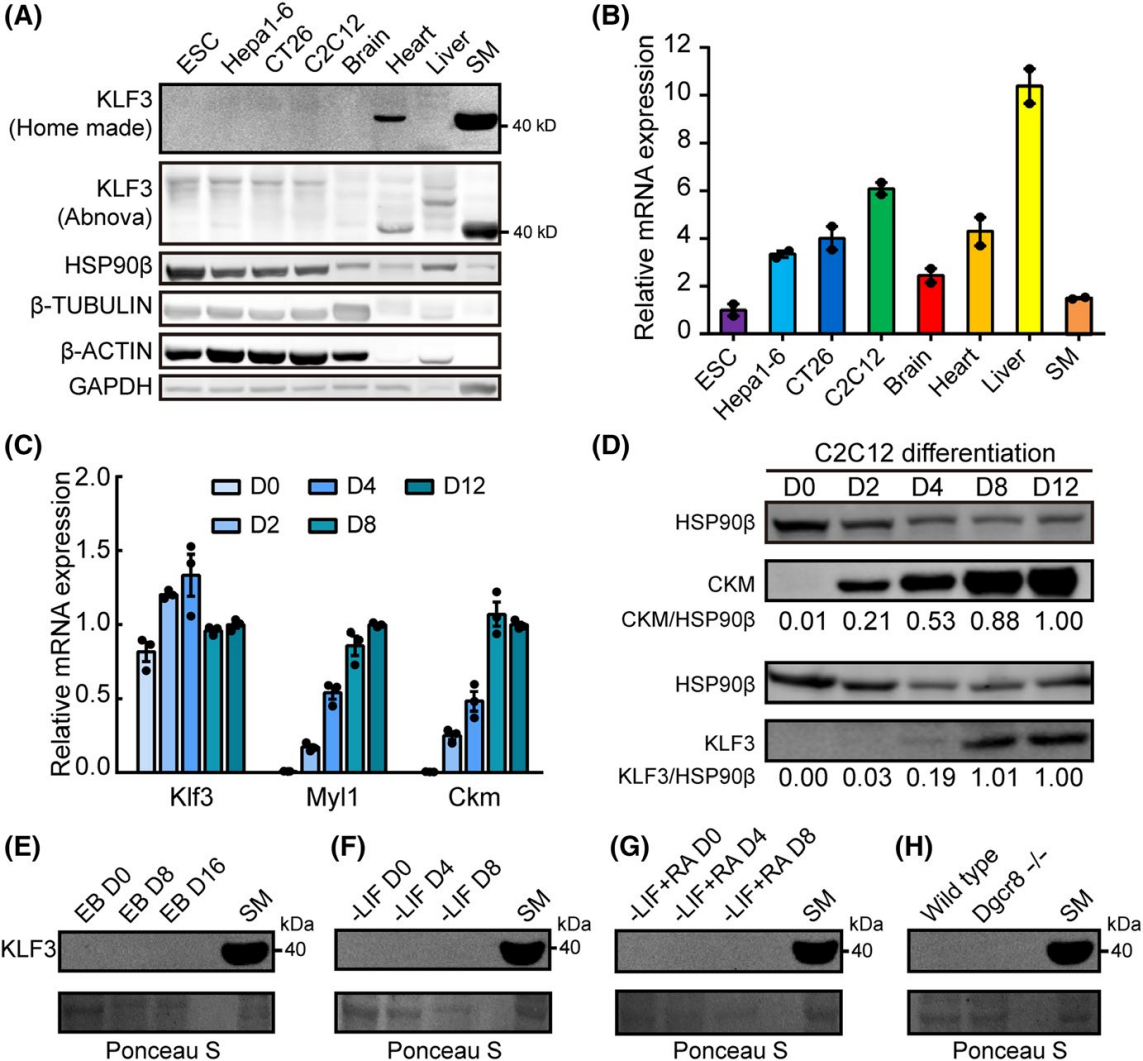
The expression of KLF3 protein is repressed in mESCs. A, Western blotting analysis of KLF3 protein in wild‐type mESCs (V6.5), Hepa1‐6, CT26, brain, heart, liver and skeletal muscle. Two antibodies were shown including in‐house antibody and commercial antibody from Abnova. For each sample, 20 μg protein was loaded. B, Relative RNA expression of Klf3 gene in wild‐type mESCs (V6.5), Hepa1‐6, CT26, brain, heart, liver and skeletal muscle. The Hsp90ab1 gene was used as a control. For each gene, data were normalized to the mRNA level of wild‐type mESCs (V6.5). Shown is mean with range of two biological replicates. C, Relative RNA expression of Klf3, Ckm and Myl1 during C2C12 differentiation. The Gapdh gene was used as a control. For each gene, data were normalized to the mRNA level in day 12 differentiated C2C12. Shown is mean ± SD, n = 3 biological replicates. D, Western blotting analysis of KLF3 and CKM during C2C12 differentiation. For each sample, 20 μg protein was loaded. Data were quantification of protein level normalized to HSP90β and then to day 12 differentiated C2C12. Results from another independent experiment are shown in Figure S1B. E‐H, Western blotting analysis of KLF3 protein level in embryoid body (E), differentiated mESCs in media without LIF (F), differentiated ESCs induced by RA (G) and *Dgcr8* knockout mESCs (H). For each sample, 20 μg protein was loaded. An empty lane was added between SM and other samples to avoid cross contamination. Ponceau S was used as input control

### 3.2 The inhibition of KLF3 protein expression is relieved in differentiating myoblasts but not mESCs

C2C12 can be differentiated into SM lineage in vitro. We then checked whether KLF3 protein becomes expressed during C2C12 differentiation. Consistent with successful differentiation into SM lineage, SM markers Ckm and Myl1 were gradually but strongly upregulated at both RNA and protein levels (Figure 1C,D). Interestingly, although Klf3 mRNA was not significantly varied at different time points, KLF3 protein was extensively upregulated during SM differentiation (Figures 1C,D and S1B). Next we checked whether KLF3 protein level is upregulated during mESC differentiation. We failed to detect any KLF3 protein in embryoid bodies, mESCs differentiated in media without LIF supplement or mESCs differentiated in the presence of all trans‐retinoid acid (RA) (Figure 1E‐G and S1C), suggesting that KLF3 protein is also repressed in differentiating mESCs. Likewise, we also failed to detect KLF3 protein in a *Dgcr8* knockout mESC line (Figure 1H and S1C), indicating that the repression of KLF3 protein was not due to miRNA‐mediated regulation. Together, these results demonstrate that the expression of KLF3 protein is suppressed in many different cells but can be dynamically upregulated during myoblast differentiation.

### 3.3 KLF3 protein is translated but repressed through degradation in mESCs

Next we sought to understand mechanism underlying KLF3 protein repression in mESCs and C2C12. The repression of protein expression could happen at translational or post‐translational level. We first performed polysome fractionation assay to check whether Klf3 mRNA is translated. The results showed that Klf3 mRNA was bound by polysome in a similar pattern to highly translated Gapdh mRNA (Figure 2A), suggesting that Klf3 is translated in ESCs. Like in ESCs, Klf3 was also bound by polysome in C2C12 cells, and there was no difference in the binding pattern between C2C12 cells and differentiated C2C12 cells (Figure S2). These data suggest that KLF3 protein is translated but repressed through post‐translational regulation in mESCs and C2C12.

**FIGURE 2:**
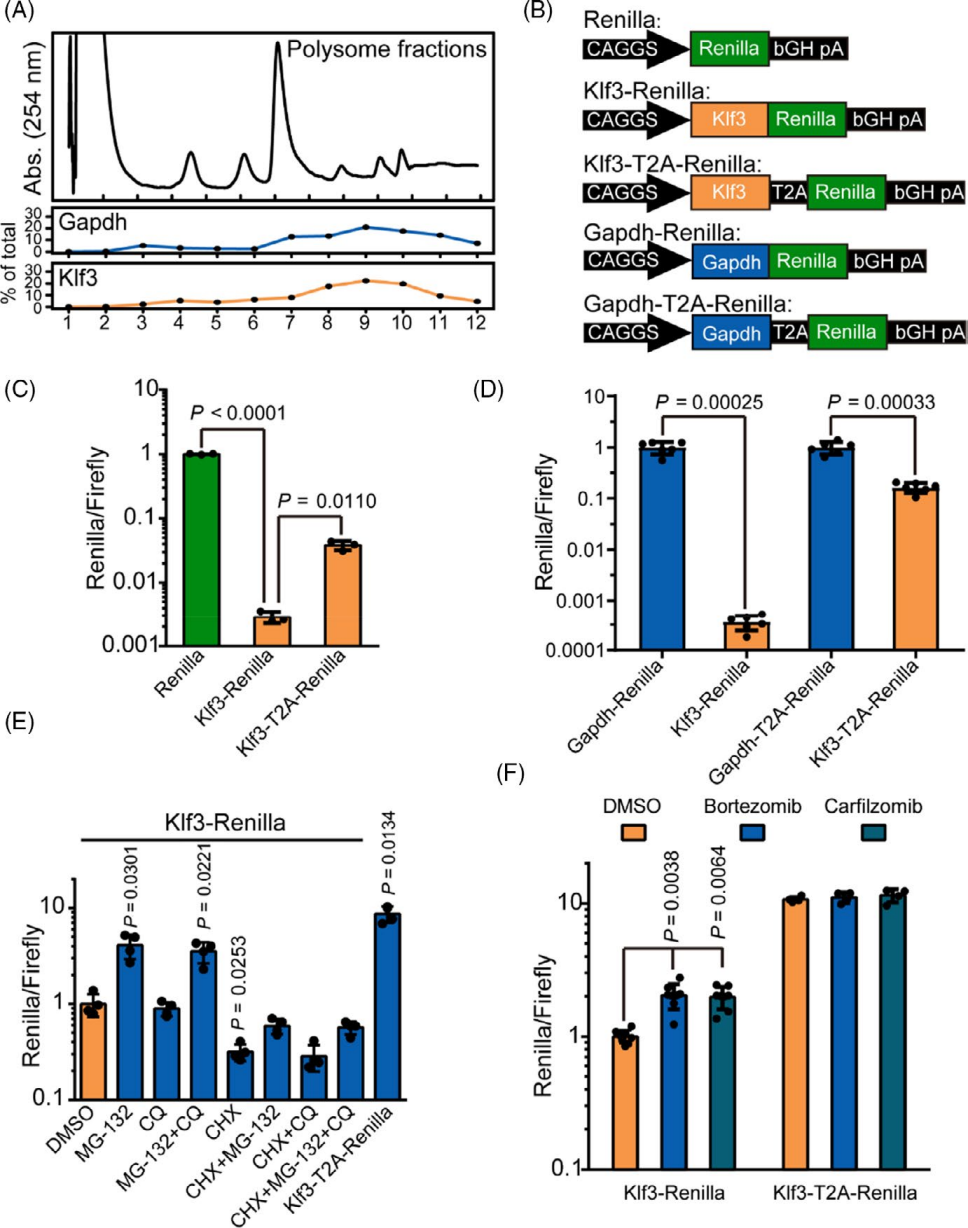
KLF3 protein is translated but degraded in mESCs. A, Ribosome profiling of mESCs. Up, monitoring of absorbance at 254 nm for 12 fractions collected in polysome fractionation assay; lower two panels are percentage of Gapdh and Klf3 in each fraction. For each gene, data were normalized to spike‐in mRNA. B, Schematic representation of the structure of Klf3 gene in psiCheck‐2 plasmid used for luciferase reporter assay. C, Luciferase reporter assay of mESCs transfected with Renilla, Klf3‐Renilla and Klf3‐T2A‐Renilla. For each construct, data were normalized to firefly control and then to Renilla construct. Shown is mean ± SD, n = 3. The *P* value was calculated by unpaired one‐way ANOVA with two‐sided Dunnett's test compared with Klf3‐Renilla. D, Luciferase reporter assay of mESCs transfected with Gapdh‐Renilla, Klf3‐Renilla, Gapdh‐T2A‐Renilla and Klf3‐T2A‐Renilla. Data were normalized to firefly control then to respective Gapdh construct. Shown is mean ± SD, n = 6. The *P* value was calculated by unpaired two‐tailed Student's *t* test. E, Luciferase reporter assay of mESCs transfected with KLF3‐Renilla and treated with MG‐132, CQ and CHX. For each sample, data were normalized to firefly control and then to KLF3‐Renilla treated with DMSO control. Shown is mean ± SD, n = 4. The *P* value was determined by unpaired one‐way ANOVA with two‐sided Dunnett's test compared with KLF3‐Renilla treated with DMSO control. F, Luciferase reporter assay of mESCs transfected with KLF3‐Renilla and KLF3‐T2A‐Renilla and treated with bortezomib and carfilzomib. For each sample, data were normalized to firefly control and then to KLF3‐Renilla treated with DMSO control. Shown is mean ± SD, for KLF3‐Renilla, n = 8, for KLF3‐T2A‐Renilla, n = 4. The *P* value was determined by unpaired two‐way ANOVA with two‐sided Dunnett's test compared with KLF3‐Renilla treated with DMSO control

Since KLF3 protein was successfully translated, we then checked whether KLF3 protein is degraded in mESCs. We tested this possibility through a sensitive assay using KLF3 and Renilla luciferase fusion constructs (Figure 2B). Compared to unfused Renilla control, Klf3‐Renilla was repressed around 500‐fold in mESCs (Figure 2C). This result confirmed the repression of KLF3 protein in mESCs. To distinguish degradation versus translational repression, we introduced T2A peptide sequence between Klf3 and Renilla luciferase (Figure 2B). Because T2A peptide can induce ‘ribosome skipping’ between last 2 amino acids,^39^ KLF3 and Renilla will be produced as two independent proteins, therefore excluding destabilization effects due to KLF3 peptide sequence on Renilla. In other words, if KLF3 is repressed through degradation, the split between KLF3 and Renilla will likely lead to higher luciferase expression. Indeed, we observed ~10‐fold increase in Renilla level upon the introduction of T2A peptide (Figure 2C). We further analysed the expression difference of Renilla between Gapdh‐Renilla and Klf3‐Renilla constructs, and between Gapdh‐T2A‐Renilla and Klf3‐T2A‐Renilla constructs (Figure 2D). Theoretically, the difference between GAPDH‐Renilla and KLF3‐Renilla will reflect both degradation and translational repression, while the difference between GAPDH‐T2A‐Renilla and KLF3‐T2A‐Renilla will only reflect translational repression since Renilla protein is detached from KLF3 or GAPDH during translation process. While KLF3‐Renilla activity is ~2800‐fold lower than GAPDH‐Renilla, KLF3‐T2A‐Renilla activity is only 6‐fold lower than GAPDH‐T2A‐Renilla (Figure 2D). These data suggest that degradation may be the major pathway inhibiting KLF3 protein expression in mESCs, but translational repression could also play a role. Next we tested through which pathway KLF3 is degraded in ESCs. Proteins are usually degraded through the proteasome pathway or lysosome pathway, and these two pathways can be inhibited by MG‐132 and chloroquine (CQ), respectively. Adding MG132 but not CQ led to ~3‐fold increase in KLF3‐Renilla level (Figure 2E). Moreover, when the protein synthesis was inhibited by the treatment of cycloheximide (CHX), KLF3‐Renilla was further decreased. However, MG132 significantly rescued KLF3‐Renilla level in the presence of CHX, supporting KLF3 being degraded by proteasome pathway (Figure 2E). Consistently, two other proteasome inhibitors bortezomib and carfilzomib also significantly increased KLF3‐Renilla activity (Figure 2F). In contrast, none of them increased Renilla activity in KLF3‐T2A‐Renilla construct (Figure 2F). Together, these data show that KLF3 protein is translated but degraded through proteasome pathway. However, our data do not exclude the role of other mechanisms such as translational repression in inhibiting KLF3 protein expression.

### 3.4 The proline‐rich sequence promotes the degradation of KLF3

To gain further insights on why KLF3 is degraded in mESCs, we predicted disorder structure in KLF3 through PONDR program.^40^ Interesting, we found that N terminal of KLF3 was highly unstructured (Figure 3A). Proline often causes disordered structure due to its constrained conformation. We noticed that there were 46 prolines in N terminal of KLF3 protein (Figure S3). When these prolines were mutated to alanine, the proportion of disordered structure was largely reduced (Figure 3B). We then experimentally tested the hypothesis that disordered structure in N terminal of KLF3 leads to its degradation in mESCs. Three lines of evidence supported the hypothesis. First, fusing a stable protein GFP to the N terminal of KLF3‐Renilla significantly increased the Renilla activity (Figure 3C); second, truncation of 150 amino acids or more at KLF3 N terminal significantly increased the expression of KLF3‐Renilla (Figure 3D); finally, mutation of all prolines to alanines in the N terminal also significantly increased the expression of KLF3‐Renilla (Figure 3E). These data suggest that disordered structure of KLF3 at the N terminal made it vulnerable to degradation in mESCs.

**FIGURE 3:**
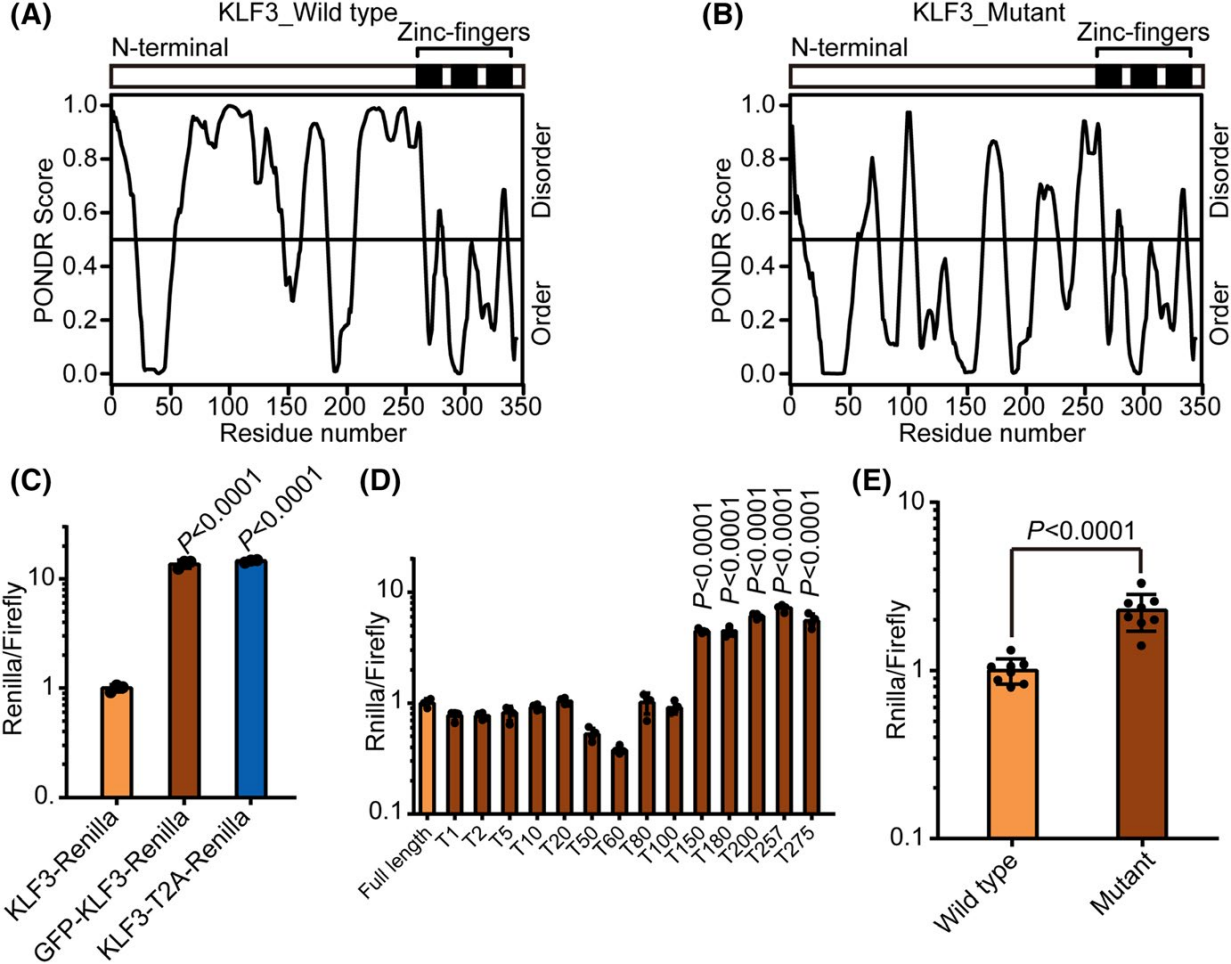
Intrinsically disordered structure promotes the degradation of KLF3 protein in mESCs. A‐B, PONDR score of KLF3 (A) and proline‐mutated KLF3 (B) predicted by PONDR program. C, Luciferase reporter assay of ESCs transfected with KLF3‐Renilla, GFP‐KLF3‐Renilla and KLF3‐T2A‐Renilla. For each sample, data were normalized to firefly control and then to KLF3‐Renilla. Shown is mean ± SD, n = 3. The *P* value was determined by unpaired one‐way ANOVA with two‐sided Dunnett's test compared with KLF3‐Renilla. D, Luciferase reporter assay of mESCs transfected with N‐terminal truncated KLF3‐Renilla. Number of truncated amino acids at the N terminal is indicated. For each sample, data were normalized to firefly and then to full‐length KLF3‐Renilla. Shown is mean ± SD, n = 4. The *P* value was determined by unpaired one‐way ANOVA with two‐sided Dunnett's test compared with full‐length KLF3‐Renilla. E, Luciferase reporter assay of mESCs transfected with wild‐type KLF3‐Renilla and proline‐mutated KLF3‐Renilla. For each sample, data were normalized to firefly and then to Klf3‐Renilla. Shown is mean ± SD, n = 8. The *P* value was determined by two‐tailed Student's *t* test

### 3.5 KLF3 protein is expressed in 8‐cell stage mouse embryos

Next we checked whether KLF3 protein expression is dynamically regulated during early embryo development from zygote to blastocyst stage. Analysis of previously published single cell RNA‐seq data^41^, ^42^, ^43^, ^44^ indicates that Klf3 mRNA was activated at 2‐cell stage, and remained at high level until blastocyst stage (Figure 4A). To check KLF3 protein level, we performed immunofluorescence staining (IF) for KLF3 protein from fertilized egg to blastocyst stage. Interestingly, we found that KLF3 protein is barely detectable before or after 8‐cell stage (Figure 4B,C). However, KLF3 protein was detected at high levels at 8‐cell stage embryo (Figure 4B,C). These data suggest that KLF3 protein is post‐translationally regulated in preimplantation mouse embryos with highest expression at 8‐cell stage.

**FIGURE 4:**
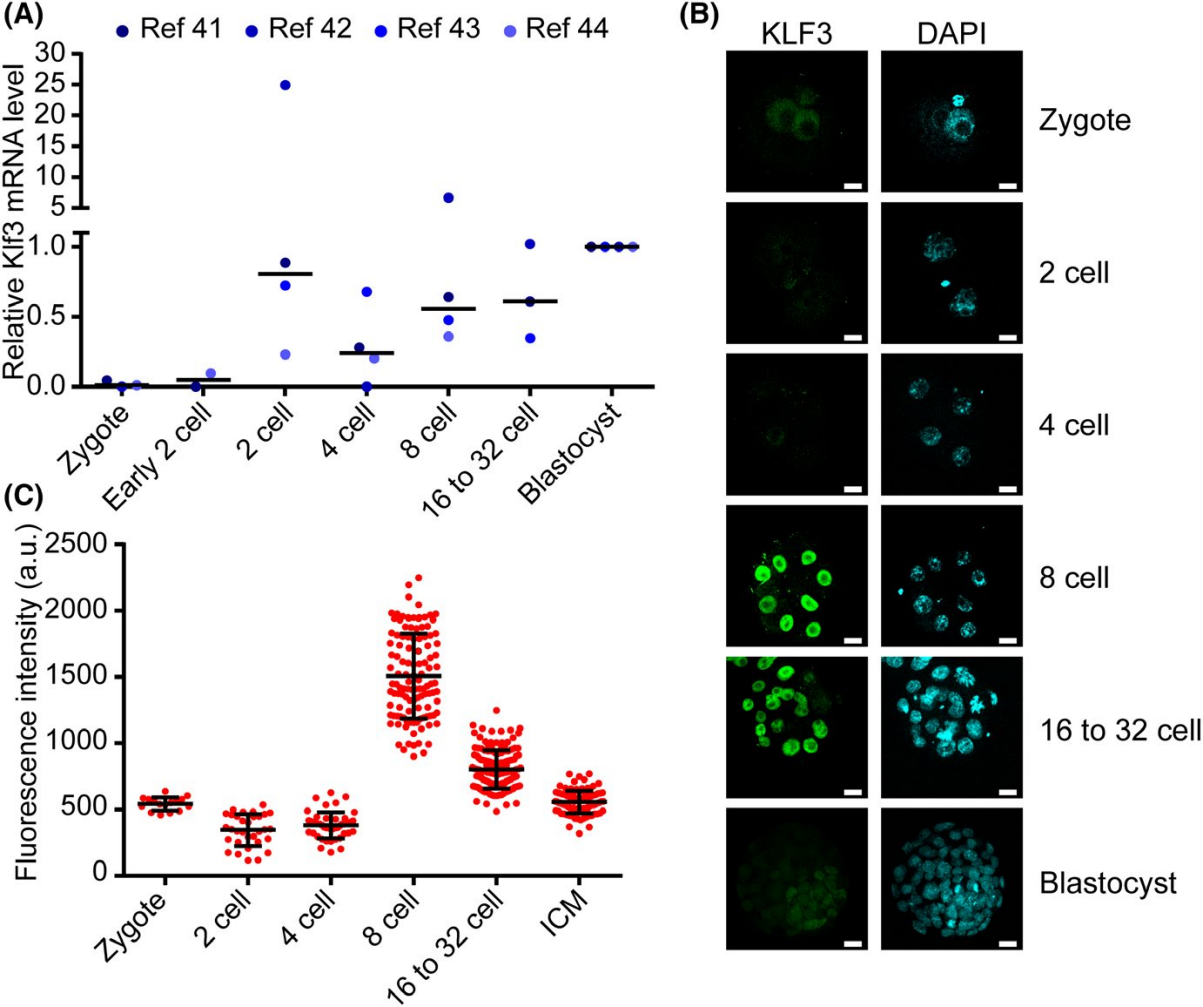
KLF3 protein is highly expressed in 8‐cell embryos. A, Relative expression level of Klf3 from zygote to blastocyst. For each stage, FPKM were normalized to blastocyst. Centre line, median. B, IF staining of KLF3 protein in mouse embryos from zygote to blastocyst stage. Commercial antibody anti‐KLF3 from Abnova was used. Shown are representative images. Scale bars, 20 μm. C, Quantification of fluorescence intensity in nucleus. Shown is mean ± SD. Each dot represents one nucleus. n = 8 to 16 embryos for each stage

### 3.6 KLF3 protein is expressed in a small subset of mESCs

Previously, a rare population of cells in ESC culture was found to mimic 2‐cell state, specifically on the expression of 2‐cell specific genes including murine endogenous retroviruses (MERVL) and Zscan4.^7^ Inspired by this study, we wondered whether there are any mESCs mimicking 8‐cell embryos in terms of KLF3 protein expression. To check this possibility, we performed IF for KLF3 in mESCs. We found that KLF3 protein can indeed be detected in a small subset of mESCs (Figure 5A). To verify this finding, we made a mESC line which expresses an Emerald GFP protein fused to the C terminal of KLF3 (Figure 5B). Flow cytometry analysis showed that around 0.04% ESCs are GFP‐positive (Figure 5C). We then sorted the GFP‐positive cells out using fluorescence activated cell sorting instrument and cultured them in mESC media. The fraction of GFP‐positive cells was quickly decreased and almost all cells became GFP‐negative after 96 hours (Figure 5D‐E). These data indicate that the repression of KLF3 protein is relieved in a small subset of mESCs.

**FIGURE 5:**
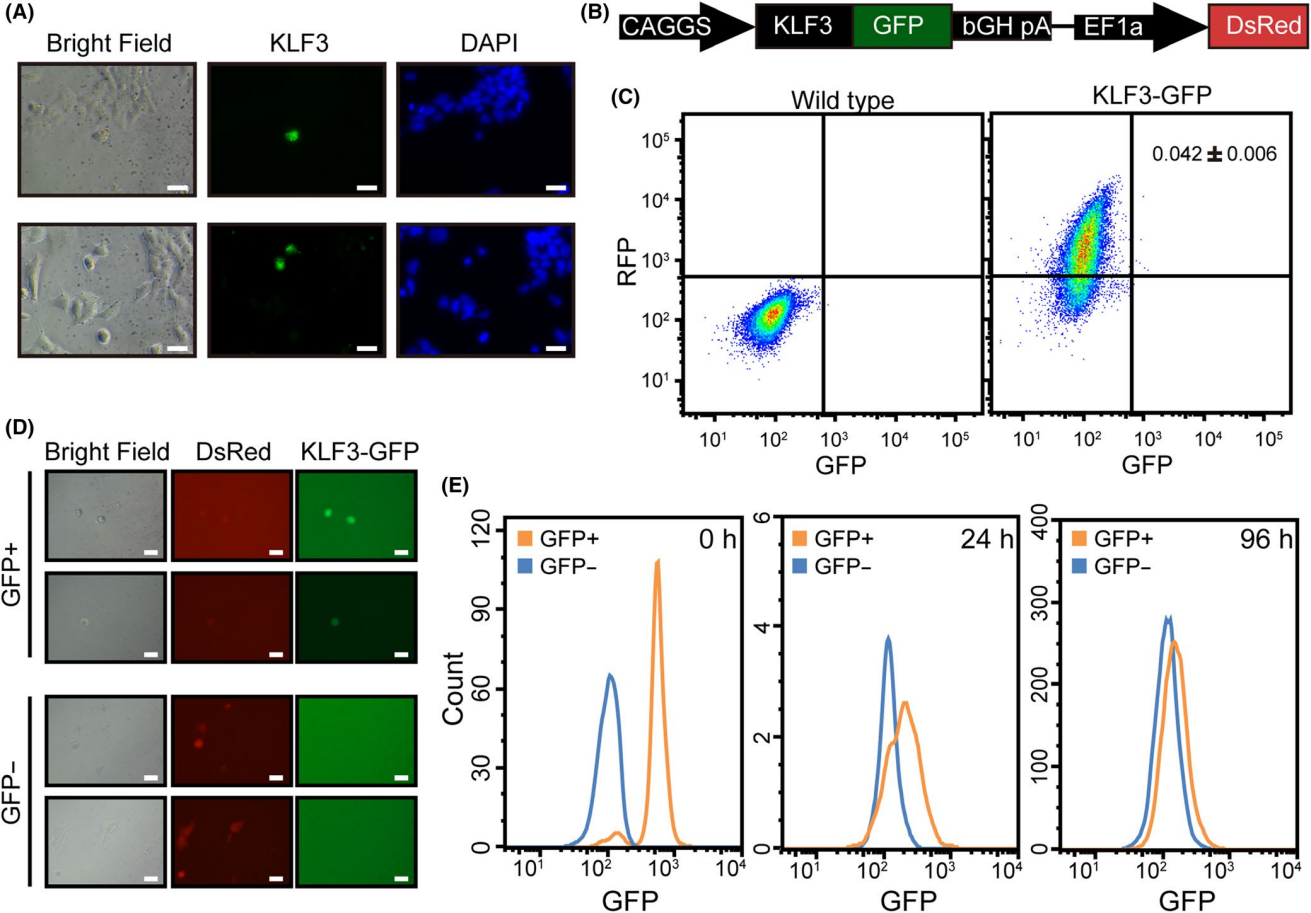
KLF3 protein is expressed in a small subset of mESCs. A, IF staining of KLF3 in mESC culture. Left panel, bright field images; middle panel, fluorescence of KLF3 antibody staining; right, fluorescence of DAPI images. Two areas are shown. Scale bars, 20 μm. B, Schematic representation of the structure of KLF3‐GFP fusion protein. C, Flow cytometry analysis of KLF3‐GFP‐positive mESCs. Shown is percentage of GFP‐positive cells. Data are shown as mean ± SD, n = 3. D, Microscopic images of KLF3‐GFP‐positive and KLF3‐GFP‐negative cells cultured 24 h after sorting. Left, bright field images; middle, DsRed; right, GFP. Scale bars, 20 μm. E, Histogram of KLF3‐GFP‐positive and KLF3‐GFP‐negative mESCs. Shown are time points of 0, 24 and 96 h after sorting

### 3.7 The transcriptome difference between KLF3‐positive and KLF3‐negative mESCs

We then performed qPCR analysis for Klf3 and key pluripotency genes in KLF3‐GFP‐positive mESCs. Consistent with regulation at protein level, Klf3 mRNA was similar in GFP‐positive and GFP‐negative cells (Figure 6A). Moreover, pluripotency genes including Nanog, Oct4, Esrrb, Rex1 and Sox2 were slightly repressed in GFP‐positive cells (Figure 6A). To fully characterize KLF3‐GFP‐positive cells, we performed RNA‐seq. 

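KLF3-GFP-positive and KLF3-GFP-negative cells were sorted from a mESC line that carried Emerald GFP fused to the N-terminal part of KLF3, without the DNA-binding domain, and DsRed as a marker of the construct. For each condition, 2 samples of 500 cells were sequenced after Smart-seq2, a protocol that amplifies full-length cDNA from small numbers of cells. The authors aligned the reads to the mouse genome (mm10) with STAR using the GENCODE annotation, computed FPKM (fragment counts normalized for transcript length and sequencing depth) with Cufflinks, and deposited 1 value per gene and condition, which Table S1 describes as the average of the replicates. All values of this experiment are therefore the authors' means. The spread between the 2 replicates is not known, so no SD and no test on replicates stands beside a difference. The number of reads behind each mean is unknown as well, because averaged FPKM rounded to 2 decimals do not show what 1 read is worth. The table listed 13056 protein-coding genes, whose FPKM summed to 904629 in KLF3-GFP-negative and 947917 in KLF3-GFP-positive cells. Its lowest value was 0.1, at which 559 genes stood in KLF3-GFP-negative and 715 in KLF3-GFP-positive cells, and a fold change against this value is a lower bound. The 102 genes with ribosomal protein symbols (beginning with Rpl, Rps or Rplp and a digit, or Rpsa) took 30.6% of the summed FPKM in KLF3-GFP-negative and 26.3% in KLF3-GFP-positive cells. This choice by symbol can include genes that do not encode ribosomal proteins. Fold changes were computed on the log2(FPKM + 1) scale, which understates the change of genes with low values, for the 9212 genes with a mean of at least 1 FPKM over both conditions. The median log2 fold change of these genes was 0.03. Genes with a fold change above 2 or below 0.5 on this scale were counted as upregulated or downregulated, without the condition on the P value that the paper adds. Klf3 itself (ENSMUSG00000029178, chromosome 5 of mm10 from 64803388 to 64832901, plus strand) had 107 FPKM in KLF3-GFP-negative and 122 FPKM in KLF3-GFP-positive cells, a log2 fold change of 0.19. The reporter transcript holds part of the Klf3 coding sequence, so its reads can count towards this gene.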

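In KLF3-GFP-positive versus KLF3-GFP-negative mESCs, 1267 genes (13.8% of the genes tested) were upregulated by more than 2-fold and 766 genes (8.32%) were downregulated to less than 0.5 of the value. Among the upregulated genes, 56 stood at the lowest value of the table in KLF3-GFP-negative cells, and among the downregulated genes, 8 stood at it in KLF3-GFP-positive cells. Of the alternatives set before the data were examined, a floor of 0.1 without a pseudocount raised these numbers most, to 1713 upregulated and 1084 downregulated genes, and a minimum mean of 5 FPKM lowered them most, to 840 and 417. Srgn (ENSMUSG00000020077, chromosome 10 of mm10 from 62493833 to 62527451), which encodes the proteoglycan serglycin, rose most on the log2(FPKM + 1) scale, from 2.29 to 1859.95 FPKM (log2 fold change 9.14). Lgals2 rose from the lowest value to 256 FPKM and S100g from the lowest value to 223 FPKM, which are at least 2556-fold and at least 2231-fold in plain FPKM and thus larger ratios than the 812-fold of Srgn. On the same scale BC028528 fell most, from 87.5 to 7.43 FPKM (log2 fold change -3.39), which is 11.8-fold in plain FPKM. Hspa12b fell from 9.87 FPKM and Morn3 from 8.14 FPKM to the lowest value, by at least 98.7-fold and 81.4-fold. The copy of Table S1 used here was shortened to 1997 of its 13067 entries. In this part, 379 genes were past a 2-fold change on the log2(FPKM + 1) scale, and 343 of them (90.5%) also met the paper's limit of 0.01 on its P value.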

Overall, there were 862 and 1606 genes that are downregulated and upregulated in GFP‐positive versus GFP‐negative mESCs (Figure 6B and Table S1), respectively. These differentially regulated genes were enriched in lysosomal, protein processing and metabolic pathways (Figure S4A,B). In addition, analysis of 2‐cell specific genes indicates that these rare KLF3‐GFP‐positive mESCs are different from previously identified 2C like cells (Figure S4C,D). Moreover, RNA‐seq analysis indicated that KLF3‐GFP‐positive mESCs are different from previously reported Zscan4::GFP‐positive,^45^ MERVL::tdTomato‐positive^46^ or Nanog::VNP‐negative^47^ mESCs (Figure S4E‐G). These results identify previously unknown cell populations in ESC culture with distinct transcriptome from the majority of mESCs.

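The pathways were examined with gene lists written by hand in the manner of KEGG pathways before the data were examined, because the paper's text does not give the genes behind its terms. Each list's median log2 fold change was placed among the medians of 10000 random lists of the same size matched on mean expression, as a description of these samples and not as a test across replicates. The lysosome list had 82 genes tested with a median of 1.15, above every random list, and 47 of them were upregulated against 11.3 expected from the share of all genes. None of its genes was downregulated. Ctsl rose from 25.4 to 1067.56 FPKM (5.34 on the log2 scale), Ctsh from 0.99 to 68.9 FPKM and Lgmn from 11.7 to 259.5 FPKM. Of the alternatives set before the data were examined, a mean of at least 5 FPKM moved the median of this list most, to 1.65. The list of protein processing in the endoplasmic reticulum had 93 genes tested with a median of 1.06, also above every random list, and 51 genes upregulated against 12.8 expected. Dnajc3 rose most in it, from 3.63 to 30.0 FPKM (log2 fold change 2.74), followed by Sec63 (2.65) and Ckap4 (2.62). For N-glycan biosynthesis, 40 of the 47 genes were tested, and 12 of the tested genes also belong to another list. The median was 0.94, and 19 genes were upregulated against 5.50 expected. The largest changes in this list were those of B4galt1 (26.3 to 160 FPKM), Magt1 (2.50 to 13.0 FPKM) and Man1a2 (26.0 to 94.7 FPKM). The list of amino acid biosynthesis and serine metabolism held both directions, with 10 of 56 genes downregulated against 4.66 expected and 4 upregulated. Its median of -0.12 stood at percentile 13.1 of the random lists. Cth fell from 108 to 18.0 FPKM and Pipox from 17.2 to 3.37 FPKM, whereas Glul rose from 25.2 to 168 FPKM. For p53 signalling the median over 56 genes was -0.25, at percentile 0.70, with 10 genes downregulated and 9 upregulated. The largest changes in this list were rises, of Igf1 from the lowest value to 18.5 FPKM, of Gadd45g, and of Ccnd2 from 0.98 to 19.6 FPKM.

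**Figure D1:**
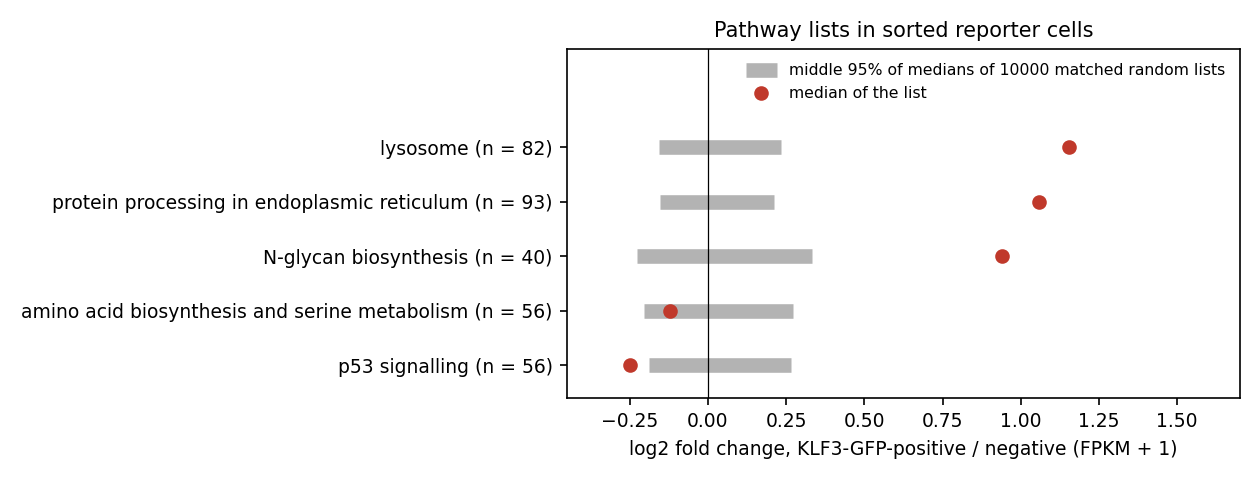
Median log2 fold change (FPKM + 1) of the genes of each pathway list in KLF3-GFP-positive versus KLF3-GFP-negative mESCs (red points), with the number of genes tested beside each name. Grey bars span the middle 95% of the medians of 10000 random lists matched on mean expression. The points of the lysosome (1.15), protein processing (1.06) and N-glycan (0.94) lists lie to the right of their bars, the point of the amino acid list (-0.12) lies inside its bar and that of p53 signalling (-0.25) to the left of it.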

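The 2-cell state was examined with a list of 47 markers written by hand before the data were examined, because the genes of the list the paper used are not named in its text. The table listed 12 of them, and 7 passed the minimum expression, all of which KLF3-GFP-negative cells expressed at 1 FPKM or more. Over these 7 genes the median log2 fold change was 0.86, at percentile 97.6 of random lists matched on expression. Without a minimum expression, the median over the 12 listed markers was -0.03, at percentile 48.1, so the position of the list depended on this choice. The genes did not move together. P4ha2 (ENSMUSG00000018906, chromosome 11 of mm10 from 54100095 to 54131665) rose from 3.53 to 106 FPKM (log2 fold change 4.56) and Slc6a8 from 2.21 to 10.6 FPKM, whereas Calcoco2 fell from 17.0 to 2.89 FPKM (log2 fold change -2.21). The only Zscan4 gene in the table, Zscan4c (ENSMUSG00000054272, chromosome 7 from 11005722 to 11010547), had 0.21 FPKM in KLF3-GFP-negative cells and the lowest value of the table in KLF3-GFP-positive cells.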

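Over the genes tested, log2(FPKM + 1) of KLF3-GFP-positive cells correlated with that of KLF3-GFP-negative cells at a Pearson's r of 0.913 across genes, which are not independent replicates. The fold change stayed between 0.5 and 2 for 77.9% of the genes, and 3.82% of the genes rose and 0.96% fell by more than 4-fold. The pluripotency genes that the paper measured by RT-qPCR were all lower in KLF3-GFP-positive cells in the RNA-seq. Sox2 (ENSMUSG00000074637, chromosome 3 of mm10 from 34650405 to 34652461) fell from 39.4 to 9.64 FPKM (log2 fold change -1.92) and Nanog (ENSMUSG00000012396, chromosome 6 from 122707489 to 122714633) from 20.8 to 5.03 FPKM (log2 fold change -1.85). Esrrb fell from 10.1 to 3.21 FPKM, Zfp42 (Rex1) from 235 to 111 FPKM and Pou5f1 (Oct4) from 115 to 59.4 FPKM. Pou5f1, with a log2 fold change of -0.94, did not pass the 2-fold limit, and with quantile normalization it did, at -1.07. The median of these 5 genes was -1.40, at percentile 0.03 of matched random lists. In a longer list of naive pluripotency markers, which holds these genes in part, 8 of 14 genes tested were downregulated and Tbx3 was upregulated from 10.1 to 21.4 FPKM. The largest changes in that list were those of Fgf4 (-1.92 on the log2 scale), Dppa3 (-1.90) and Gbx2 (-1.86).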

**FIGURE 6:**
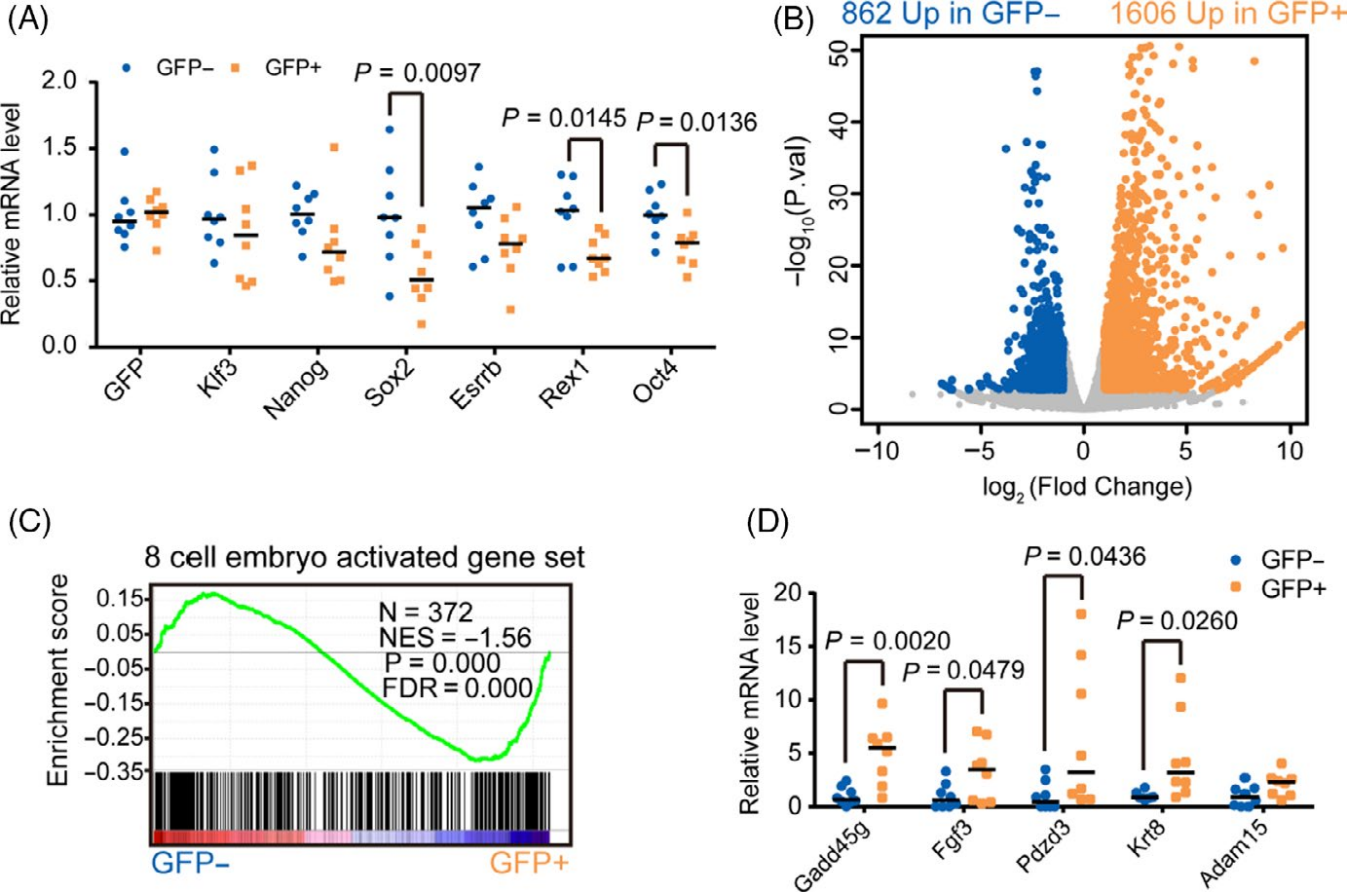
KLF3‐GFP‐positive mESCs enrich 8‐cell‐embryo activated genes. A, RT‐qPCR of GFP, Klf3 and pluripotency genes in KLF3‐GFP‐positive and KLF3‐GFP‐negative cells. The β‐actin gene was used as a control. For each gene, data were normalized to the average mRNA level of KLF3‐GFP‐negative cells. Centre line, median, n = 8. The *P* value was calculated by two‐tailed Student's *t* test. B, Volcano plot showing gene expression difference in KLF3‐GFP‐positive and KLF3‐GFP‐negative mESCs. Yellow, upregulated genes in KLF3‐GFP‐positive cells. Blue, upregulated genes in KLF3‐GFP‐negative cells. C, GSEA for 8‐cell‐embryo activated genes in KLF3‐GFP‐positive and KLF3‐GFP‐negative cells. For x‐axis, genes were ranked based on the ratio of KLF3‐GFP‐negative versus positive mESCs. D, RT‐qPCR of representative 8‐cell‐embryo activated genes in KLF3‐GFP‐positive and KLF3‐GFP‐negative cells. The β‐actin gene was used as a control. For each gene, data were normalized to the average mRNA level of KLF3‐GFP‐negative cells. Centre line, median, n = 8. The *P* value was calculated by two‐tailed Student's *t* test

### 3.8 KLF3‐GFP‐positive ESCs upregulate 8‐cell‐embryo activated genes

Since KLF3 protein is also highly expressed in 8‐cell embryos, we then checked the similarity in transcriptome of 8‐cell embryos and KLF3‐positive mESCs. GSEA analysis showed that genes activated from 4‐ to 8‐cell stage^41^ were significantly enriched in KLF3‐GFP‐positive mESCs (Figures 6C and S5A,B). 

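The list of 8-cell-embryo activated genes used for the GSEA is not given in the paper's text, so the values below cover the 5 genes of that list which the study names. The study chose them for RT-qPCR in these cells, so they are not an independent sample of the list. Gadd45g (ENSMUSG00000021453, chromosome 13 of mm10 from 51846678 to 51848468) rose from 1.76 FPKM in KLF3-GFP-negative to 28.3 FPKM in KLF3-GFP-positive cells, a log2 fold change of 3.41. Krt8 (ENSMUSG00000049382, chromosome 15 from 101996711 to 102004342), which is also a marker of the trophoblast, rose from 18.3 to 206 FPKM (log2 fold change 3.43). Adam15 (ENSMUSG00000028041, chromosome 3 from 89338542 to 89349996) rose from 15.2 to 102 FPKM (log2 fold change 2.67). Fgf3 (ENSMUSG00000031074, chromosome 7 from 144838083 to 144844436) and Pdzd3 (ENSMUSG00000032105, chromosome 9 from 44247312 to 44251464) started below 1 FPKM. Fgf3 rose from 0.58 to 8.04 FPKM (log2 fold change 2.52), which is 13.9-fold in plain FPKM, and Pdzd3 from 0.38 to 6.85 FPKM (log2 fold change 2.51), which is 18.0-fold in plain FPKM. In the part of Table S1 used here, the paper's P value was 2.37e-20 for Gadd45g and 3.86e-14 for Pdzd3.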

RT‐qPCR analysis also confirmed the upregulation of selected 8‐cell‐embryo activated genes in KLF3‐GFP‐positive mESCs (Figures 6D and S5C). Taken together, these data show that KLF3‐GFP expression marks a small subset of mESCs which upregulates 8‐cell‐embryo activated genes.

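As a set, the 5 named 8-cell-embryo activated genes had a higher median than all but 1 of 10000 random lists matched on mean expression, whose medians lay between -0.73 and 1.05 in their middle 95%. Each of the 5 genes was upregulated by more than 2-fold, where 0.69 genes are expected from the share of all genes. The study chose these genes for RT-qPCR in these cells. All but Adam15 are also among the shared upregulated genes it named from these same samples, so both values follow in part from their selection. With the pseudocount replaced by a floor of 0.1, the setting that moved the median most, it became 3.79. From the enrichment of genes activated from the 4- to the 8-cell stage in the GSEA and the RT-qPCR of selected genes, the paper concludes that KLF3-GFP expression marks a small subset of mESCs with upregulated 8-cell-embryo activated genes.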

### 3.9 Forced expression of KLF3 protein upregulates 8‐cell‐embryo activated genes

The specific expression of KLF3 protein in 8‐cell embryos and the subset of mESCs suggest a potential function for KLF3 in these cells. To understand its impact on gene expression, we decided to overexpress KLF3 protein in mESCs. Expression of native Klf3 sequence did not lead to any detectable KLF3 protein in mESCs, consistent with the post‐translational regulation of KLF3 expression (Figure 7A). The steady level of a protein depends on both production and degradation rate. Since we lack means to specifically inhibit the degradation of KLF3, we reasoned that we may achieve higher KLF3 protein expression by increasing translation efficiency through codon optimization. Indeed, after codon optimization, we were able to detect trace amount of KLF3 protein in mESCs in a doxycycline‐inducible fashion. The amount of KLF3 protein in mESCs overexpressing codon optimized Klf3 (oKlf3) was around 15% as in skeletal muscle (Figure 7A). We noticed that overexpressed KLF3 protein migrated to a position of higher molecular weight than in skeletal muscle. Mass spectrometry analysis indicates that multiple serine of KLF3 was phosphorylated (Figure S6A). Treatment with λ protein phosphatase (λpp) shifted KLF3 protein back to the same migration rate in mESCs as in skeletal muscle (Figure S6B), indicating phosphorylation shifting KLF3 to higher molecular weight position during electrophoresis. To understand the impact of KLF3 on gene expression, we then performed RNA‐seq on mESCs overexpressing KLF3 and compared them with the transcriptome of KLF3‐GFP‐positive ESCs and 8‐cell embryos. 

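KLF3 or GFP was induced with doxycycline in clones of R26 mESCs, a line with the reverse tetracycline transactivator at the Rosa26 locus and a recombination site at Col1a1, into which codon-optimized Klf3 or GFP had been inserted. RNA was sequenced after 72 hours from 2 samples per condition, as libraries of poly(A) RNA and not by Smart-seq2, so levels of this experiment and of the sorted cells were not compared directly. The authors made the FPKM values as for the sorted cells and again deposited 1 average per condition, so these are the authors' means, with an unknown spread between replicates and an unknown number of reads. The table listed 14319 protein-coding genes, of which 11179 had a mean of at least 1 FPKM. The lowest value of 0.1 was held by 598 genes in GFP-overexpressing and 564 in KLF3-overexpressing cells. The FPKM summed to 612621 in GFP-overexpressing and 834882 in KLF3-overexpressing cells. The 112 genes with ribosomal protein symbols, chosen as for the sorted cells, took 29.0% of the sum in the former and 39.0% in the latter. The median log2 fold change of the tested genes was -0.18, against which the changes of gene lists have to be read. On this scale 738 genes were upregulated and 1133 were downregulated, so that upregulated genes made up 39.4% of the changed genes. With median-ratio scaling of the columns, which sets the median to 0, 1164 genes were upregulated and 695 downregulated (62.6% upregulated), and with quantile normalization 793 and 706 (52.9% upregulated). Log2(FPKM + 1) of both conditions correlated at a Pearson's r of 0.938 across genes. Klf3 had 58.7 FPKM in GFP-overexpressing and 47.8 FPKM in the column labelled KLF3 overexpression, a log2 fold change of -0.29. The codon-optimized transgene differs from Klf3 in sequence and its reads need not align to this gene, so the value of Klf3 does not check the label of the column. On the log2(FPKM + 1) scale, Gm21972 rose most, from 0.36 to 40.2 FPKM (log2 fold change 4.92), followed by S100g (0.13 to 27.6 FPKM) and Spink1 (3.22 to 76.8 FPKM). The largest falls on this scale, which ranks genes otherwise than ratios of plain FPKM do, were those of Eif2s3y on chromosome Y (30.9 to 1.67 FPKM), where Uty and Ddx3y stood at the lowest value of the table in the column labelled KLF3 overexpression, of B3gnt2 (11.3 to 0.14 FPKM, for which the paper's P value is 0.295) and of Gm21060 (10.5 FPKM to the lowest value).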

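Both experiments tested 8887 genes. Of these, 1190 were upregulated in KLF3-GFP-positive cells, 686 were upregulated in the column labelled KLF3 overexpression, and 227 were upregulated in both, against 91.9 expected for independent calls, a ratio of 2.47. For downregulated genes the numbers were 721 in KLF3-GFP-positive cells and 778 in KLF3-overexpressing cells, with 61 in both against 63.1 expected, a ratio of 0.97. Under the alternatives set before the data were examined, the ratio stayed between 1.91 (floor of 0.1) and 3.21 (quantile normalization) for upregulated genes, and between 0.92 (no minimum expression) and 1.29 (mean of at least 5 FPKM) for downregulated genes. Genes upregulated in KLF3-GFP-positive and downregulated in KLF3-overexpressing cells numbered 43 against 104 expected, and the opposite combination was seen for 66 genes against 55.7 expected. Across genes, the log2 fold changes of the experiments correlated with a Pearson's r of 0.21 and a Spearman's rho of 0.08. The log2 fold change in KLF3-overexpressing cells fell with the genomic span of the gene, from a median of 0.35 in the shortest to -0.49 in the longest of 5 groups of equal size. With trends removed, in settings chosen after the values were seen, the ratio for downregulated genes was 1.17 (genomic span), 1.22 (GC content of transcripts), 1.26 (genomic span after median-ratio scaling), 1.36 (transcript length) and 1.52 (span, transcript length and GC content). Genes are not independent replicates, and no P value is given for these overlaps. Among the shared upregulated genes named in Fig. 7B, Sox17 (ENSMUSG00000025902, chromosome 1 of mm10 from 4490931 to 4497354) rose from 2.76 to 53.2 FPKM (log2 fold change 3.85) in sorted cells and from 1.41 to 7.70 FPKM (1.85) on overexpression. Gata4 (ENSMUSG00000021944, chromosome 14 from 63198922 to 63271692) rose from 1.07 to 23.4 FPKM (3.56) and from 4.16 to 18.7 FPKM (1.93). Both genes are also primitive endoderm markers. Dnmt3l rose from 39.7 to 137 FPKM (1.76) and from 41.1 to 130 FPKM (1.63). The named downregulated genes Cdca7, Myo10, Rest and Zfp534 passed the 2-fold limit in both experiments, with log2 fold changes from -1.48 to -1.07 in sorted cells and from -1.36 to -1.09 on overexpression. With median-ratio scaling, Rest (-0.89) and Zfp534 (-0.99) no longer passed it on overexpression. Lefty2 fell by 0.85 on the log2 scale in sorted cells and by 1.51 on overexpression. Zfp141 fell by 0.78 and 0.98 and did not pass the limit in either experiment. Myo5c, with 0.59 and 0.16 FPKM in sorted cells, was below the minimum expression there, and fell by 0.90 on overexpression. As ratios of plain FPKM, Zfp141 (0.38 and 0.47), Lefty2 in sorted cells (0.45) and Myo5c on overexpression (0.38) were below 0.5.

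**Figure D2:**
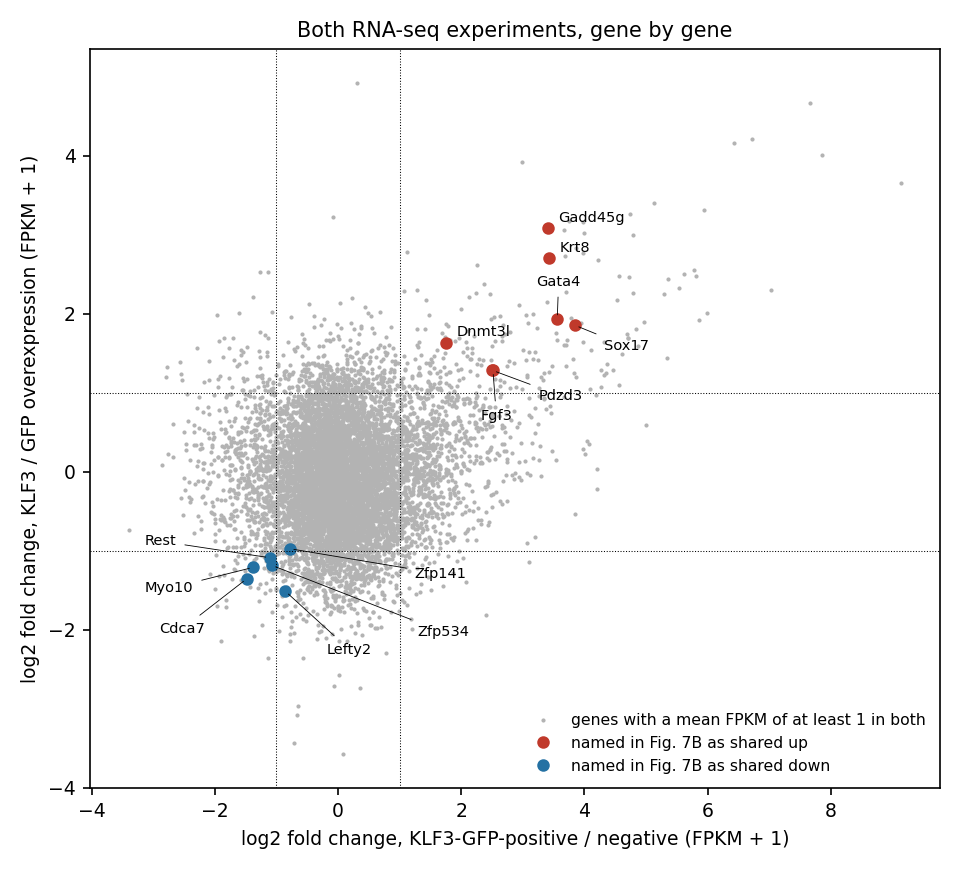
Log2 fold change (FPKM + 1) of each gene tested in both experiments, in KLF3-GFP-positive versus KLF3-GFP-negative mESCs (x axis) and in KLF3- versus GFP-overexpressing mESCs (y axis). Red and blue points are the genes that Fig. 7B names as shared upregulated and shared downregulated, and dotted lines mark 2-fold changes. The red points lie in the upper right corner beyond both lines, and the blue points of Zfp141 (-0.78 and -0.98) and Lefty2 (-0.85 on the x axis) lie inside the vertical line.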

Consistently, for both upregulated and downregulated genes, we observed significant overlap between KLF3 overexpressing and KLF3‐GFP‐positive mESCs (Figure 7B and Table S2). 

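The ECM-receptor interaction list, written by hand before the data were examined, held 84 genes. Of these, 32 were tested in KLF3-overexpressing cells, and 5 of the tested genes also belong to another list. Upregulated genes numbered 8 against 2.11 expected from the share of all genes, and 2 genes were downregulated. The median log2 fold change was 0.13, which is 0.30 above that of all genes and stood at percentile 96.0 of random lists matched on mean expression. Quantile normalization moved it most among the alternatives set before the data were examined, to 0.38 (percentile 99.7). Of the removals of trends, chosen after the values were seen, that of GC content moved it most, to -0.14. Col4a1 rose from 12.7 to 75.5 FPKM (log2 fold change 2.48), Lama1 from 6.38 to 39.7 FPKM (2.46), Col4a2 from 8.32 to 49.5 FPKM (2.44) and Lamb1 from 22.7 to 113 FPKM (2.26). Each of these genes is also in the list of primitive endoderm markers, so their rise counts in both lists. In KLF3-GFP-positive cells, 13 of the 25 genes tested from the ECM-receptor list were upregulated against 3.44 expected, with Col4a1 rising from 1.47 to 138 FPKM and Lamb1 from 2.04 to 82.8 FPKM. The list's median there was 1.22, and 0.17 (percentile 93.4) without a minimum expression. The PI3K-Akt signalling pathway was not analysed here.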

While the upregulated genes were enriched in pathways such as ECM‐receptor interaction and PI3K‐Akt signalling pathways in KEGG analysis (Figure S6C), the downregulated genes were not significantly enriched in any pathways. Moreover, as in KLF3‐GFP‐positive mESCs, genes activated from 4‐ to 8‐cell stage embryo were also significantly enriched in KLF3 overexpressing mESCs (Figures 7C and S6D). 

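The 5 named 8-cell-embryo activated genes were all higher in KLF3- than in GFP-overexpressing cells. Gadd45g rose from 1.33 to 18.7 FPKM (log2 fold change 3.08), Krt8 from 26.3 to 176 FPKM (2.70) and Adam15 from 13.0 to 49.5 FPKM (1.85). Fgf3 rose from 0.69 to 3.11 FPKM and Pdzd3 from 0.67 to 3.06 FPKM, both with a log2 fold change of 1.28. With the trend with genomic span, transcript length and GC content removed, a setting chosen after the values were seen, Gadd45g had a log2 fold change of 2.15 and Fgf3 one of 0.72, and with that of genomic span alone Pdzd3 had 0.76, so that Fgf3 and Pdzd3 no longer passed the 2-fold limit. The median of the 5 genes lay above those of all 10000 matched random lists, but 4 of them, all but Adam15, are among the shared upregulated genes that the study named from these same samples, so this position follows in part from their selection. Because overexpression of KLF3 also led to the upregulation of transcripts activated at the 8-cell stage, the paper proposes that KLF3 protein plays a functional role in the transcription of these genes.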

Importantly, analysis of promoter region of 8‐cell‐embryo activated genes found that 259 of 372 promoters contain canonical KLF3 binding motif (fold enrichment ~1.51, *P* value = 1.70E‐10). These results suggest that KLF3 protein may directly regulate some of 8‐cell‐embryo activated genes.

**FIGURE 7:**
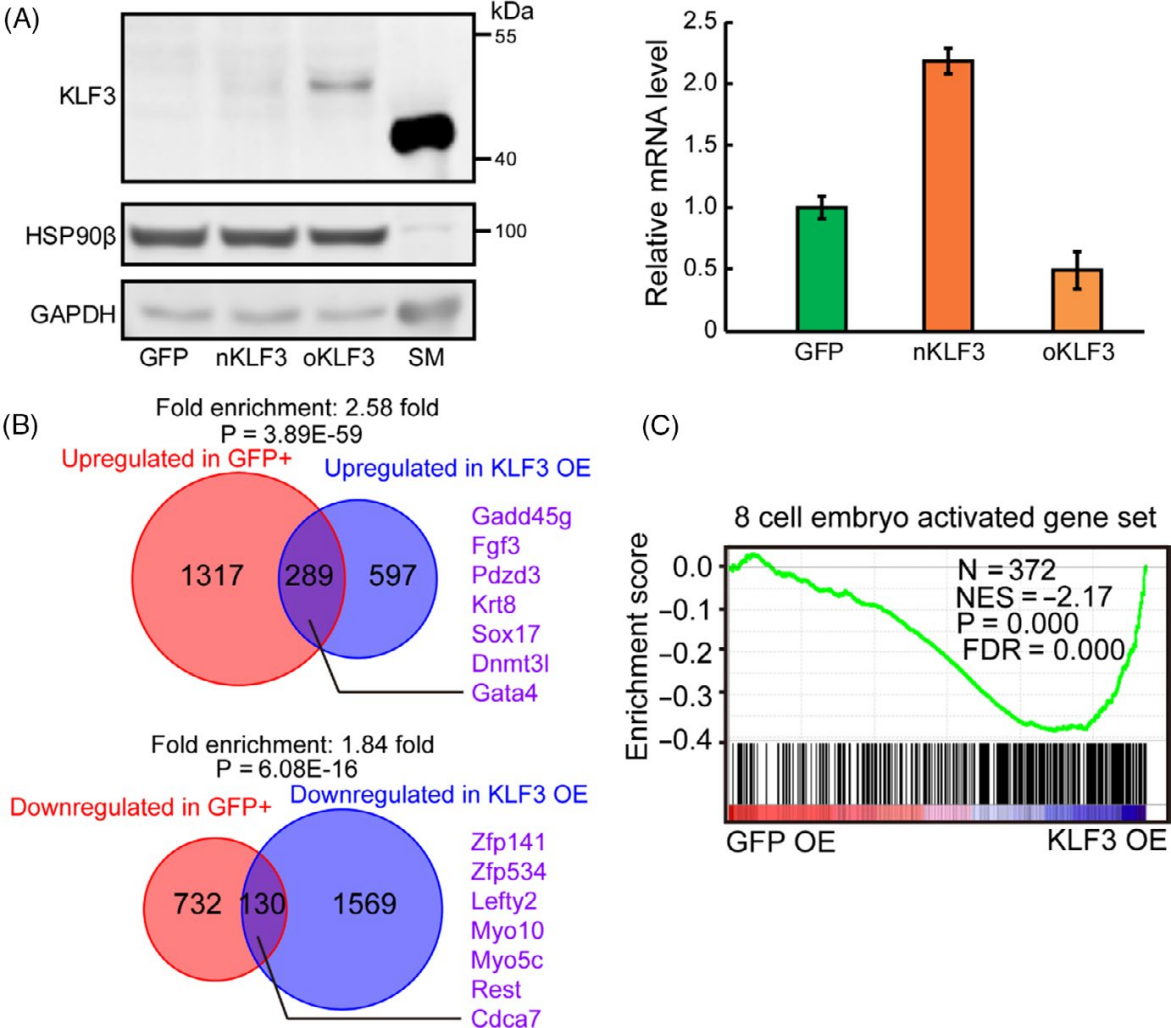
KLF3 overexpression upregulates 8‐cell‐embryo activated genes in mESCs. A, Overexpression of GFP, nKLF3 and oKLF3 in mESCs. Left panel, Western blotting analysis of KLF3 in GFP, nKLF3 and oKLF3 overexpressing mESCs. HSP90β and GAPDH were used as loading controls. Right panel, RT‐qPCR of expression level of exogenous genes in GFP, nKLF3 and oKLF3 overexpressing mESCs. The Gapdh mRNA was used as a control. Data were normalized to the average mRNA level of GFP overexpressing mESCs. Shown is mean ± SD, n = 3 biological replicates. B, The Venn diagram (up) shows the overlap between genes upregulated in KLF3‐GFP‐positive mESCs and genes upregulated in KLF3 overexpressing mESCs. The Venn diagram (bottom) shows the overlap between genes downregulated in KLF3‐GFP‐positive mESCs and genes downregulated in KLF3 overexpressing mESCs. Fold enrichment and *P* value are shown. The *P* value was calculated by hypergeometric test. C, GSEA for 8‐cell‐embryo activated genes in GFP and KLF3 overexpressing mESCs. For x‐axis, genes were ranked based on the ratio of GFP versus KLF3 overexpressing mESCs

## 4 DISCUSSION

Previous studies have identified various different heterogeneous states in ESC cultures.^2^, ^3^, ^4^, ^5^ These states are often marked by the activity of specific enhancers or promoters such as those of *Nanog*, *Rex1* and *Stella*. Whether heterogeneous state due to other layers of regulation such as splicing activity or protein stability exists is an open question. Here we identify an extremely small subset of cells that can be discerned from the majority of mESCs based on post‐translational control of KLF3 protein expression. We find that Klf3 mRNA is expressed and translated in mESCs. However, KLF3 protein is degraded through proteasome pathway due to its intrinsically disordered structure. More interestingly, transcriptome analysis shows that KLF3‐GFP‐positive mESCs upregulate a significant fraction of transcripts that are activated during 4‐ to 8‐cell stage transition. KLF3 protein likely plays a functional role in regulating the transcription of these genes, since overexpression of KLF3 protein also leads to the upregulation of transcripts activated in 8‐cell‐embryo stage. Consistent with KLF3 playing function in 8‐cell embryos, KLF3 protein level is peaked at 8‐cell stage. These data indicate that we have identified a subset of cells that may partially mimic 8‐cell‐embryo stage. Our study identifies a previously unrecognized heterogeneous state of mESCs and highlights the importance of post‐translational regulation in early embryo development.

Previous studies have defined a 2‐cell‐like state based on transcriptional activity of MERVL.^7^ Our study indicates that cells mimicking other stages before blastocyst embryo may exist in mESC cultures. These findings raise an interesting possibility that sequential states mimicking earlier embryo stages prior to blastocyst exist in mESC cultures. Currently, we have no evidence to support that KLF3‐positive cells are direct descendants of 2‐cell‐like state. To test this, time resolved imaging experiments using MERVL and KLF3 reporter cell lines should be performed. In addition, a more pressing question is whether KLF3‐positive cells have any functional importance to the homeostasis of ESC culture. This may be tested by specifically eliminating KLF3‐positive cells from the culture, for example, by fusing KLF3 with a cell killing toxin protein. Interestingly, a previous study shows that *Klf3* homozygous knockout is born at the proportion slightly less than Mendelian ratio,^36^ suggesting a potential function of Klf3 in early mouse embryo development. However, whether this minor defect can be explained by potential function of Klf3 in 8‐cell embryos is not clear. Since KLF family has 17 members,^23^ whether other KLF TFs play redundant functions as Klf3 is still unknown. Answering these questions will likely provide further insights on early mouse embryo development, particularly around 8‐cell‐embryo stages.

Our study reveals that KLF3 protein is translated but significantly degraded in mESCs and C2C12 cells. However, the current data do not exclude other mechanisms inhibiting KLF3 protein expression, for example, translational repression. How KLF3 is degraded warrants further investigations. A potential explanation supported by our data is that the intrinsic disordered structure at the N terminal of KLF3 may cause it inherently sensitive to proteasome degradation.^48^, ^49^ How many other transcription factors are regulated in the same manner as KLF3 is another interesting question. Answering this question also requires the elucidation of exact regulatory pathway that leads to the repression of KLF3. Furthermore, maybe an equally interesting question is how KLF3 is stabilized in cell lineages of skeletal muscle and heart. A ‘nanny protein’^50^ may be co‐expressed with KLF3 in these cells. Therefore, protein pull‐down experiments in these cells will likely provide hints for how KLF3 is stabilized in certain cells. Finally, chromatin immunoprecipitation followed by high‐throughput sequencing needs to be performed for KLF3 in 8‐cell embryos and tissues such as heart and SM. These studies will provide insights not only for the physiologic role of KLF3 in these cells but also for why KLF3 has to be repressed in many other cells.

## CONFLICT OF INTEREST

The authors declare no competing interests.

## AUTHOR CONTRIBUTIONS

JH performed all experiments except these indicated below with help from other authors and bioinformatics analysis. XY initiated the project and performed experiments in Figures 1B,C,2C,7A and RNA‐seq experiments for KLF3 overexpressing mESCs with help from JH. CZ performed experiments in Figure 4B,C. XTZ helped with polysome fraction experiments. MS, LM and YTZ helped with low‐input qRT‐PCR, qRT‐PCR and luciferase experiments. SHW helped with vector construction. YW conceived and supervised the project. YW and JH wrote the manuscript with help from HC, CZ and XY.

## Supporting information

Fig S1‐S7 Click here for additional data file.

Table S1 Click here for additional data file.

Table S2 Click here for additional data file.

Table S3 Click here for additional data file.

Supplementary Material Click here for additional data file.

## Data Availability

All data generated or analysed during this study are included in the manuscript and its supplementary information files. RNA‐seq data will be deposited in NCBI’s Gene Expression Omnibus and the accession number will be provided before publication. All data that support the findings of this study are available from the corresponding authors upon request.

# Supplementary material for: KLF3 promotes the 8‐cell‐like transcriptional state in pluripotent stem cells
**Source:** Cell Prolif. 2020 Sep 29;53(11):e12914. doi: 10.1111/cpr.12914
**Supplement:** Supplementary file 1 — Fig S1‐S7

**Supplementary Figure 1**

**
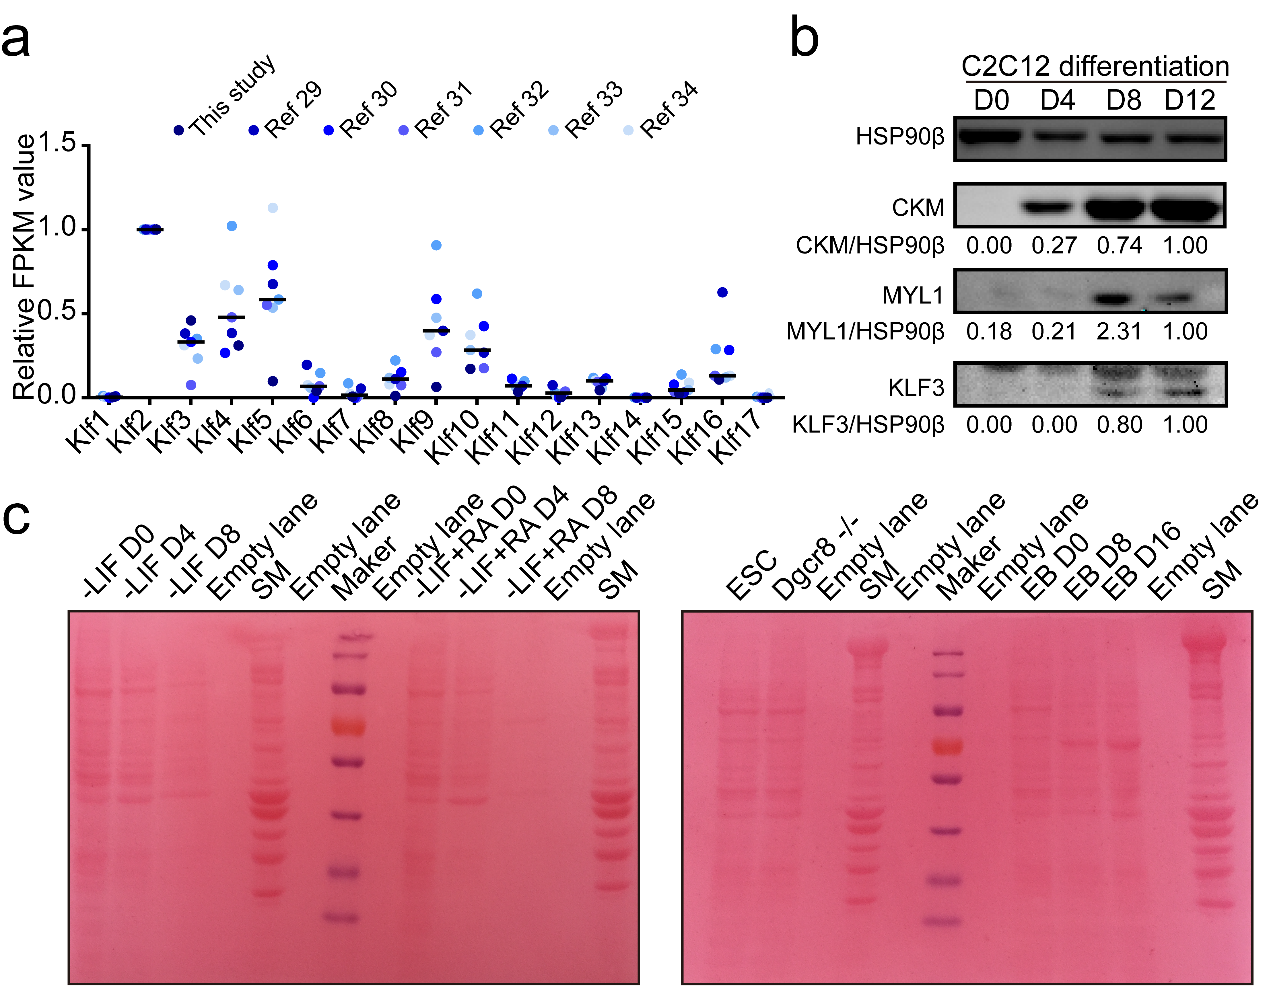
**

**Supplementary Figure 1. The expression of KLF3 protein is repressed in mESCs and C2C12 cells.**

1. Relative RNA expression level of KLF family genes. For each gene, FPKM were normalized to Klf2. Center line, median. References for data source are indicated.
2. Western blotting analysis of KLF3, CKM and MYL1 during C2C12 differentiation. For each sample, 20 μg protein was loaded. Data were quantification of protein level normalized to HSP90β then to day 12 differentiated C2C12.
3. Ponveau S image as input control for Fig. 1e-h.

**Supplementary Figure 2**

**
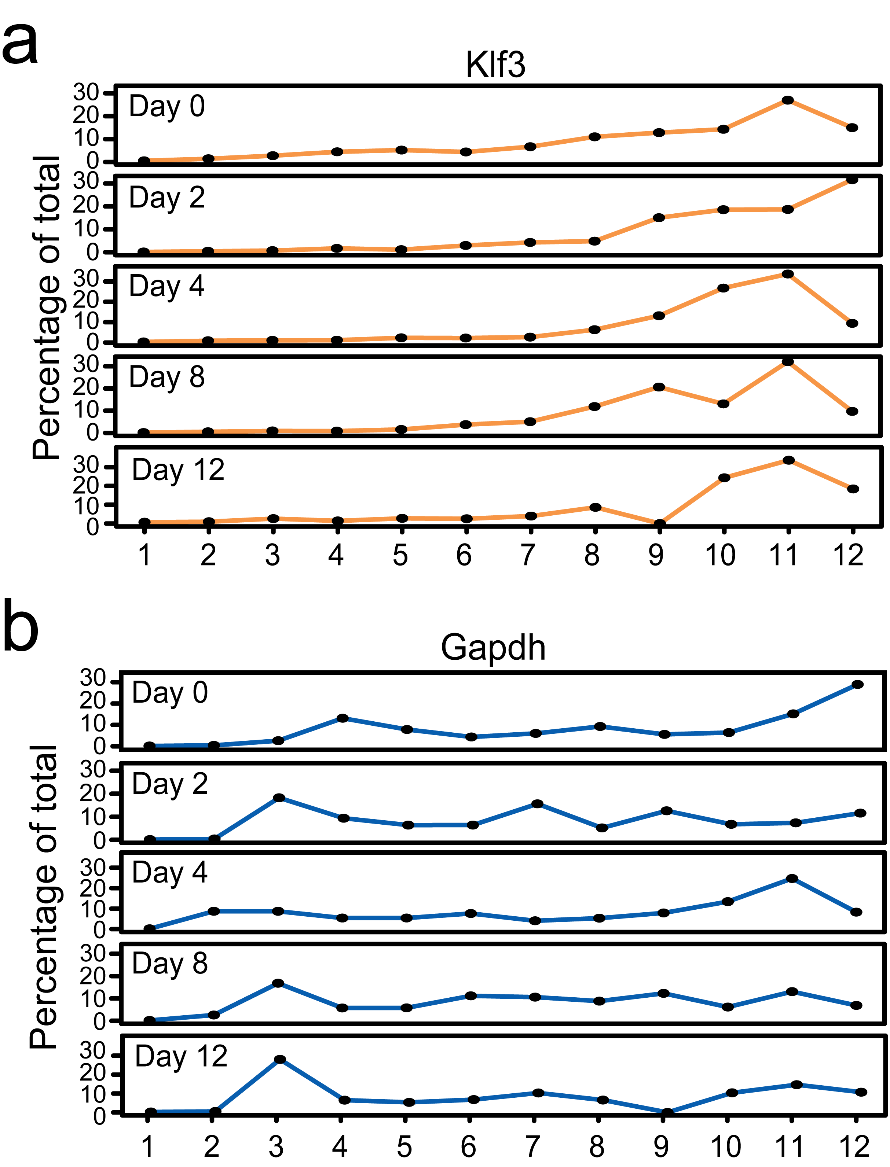
**

**Supplementary Figure 2. Ribosome profiling of Klf3 during C2C12 differentiation.**

**(a-b)** Shown are relative RNA level of Klf3 **(a)** and Gapdh **(b)** in polysome fraction during different time points of differentiation. For each gene, data were normalized to spike-in RNA.

**Supplementary Figure 3**

**
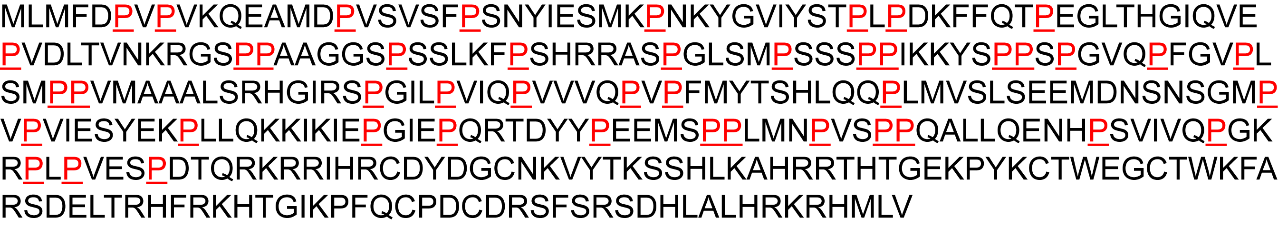
**

**Supplementary Figure 3. Sequences of Klf3 protein.**

Amino acids are shown in single letter code. Prolines are in red.

**Supplementary Figure 4**

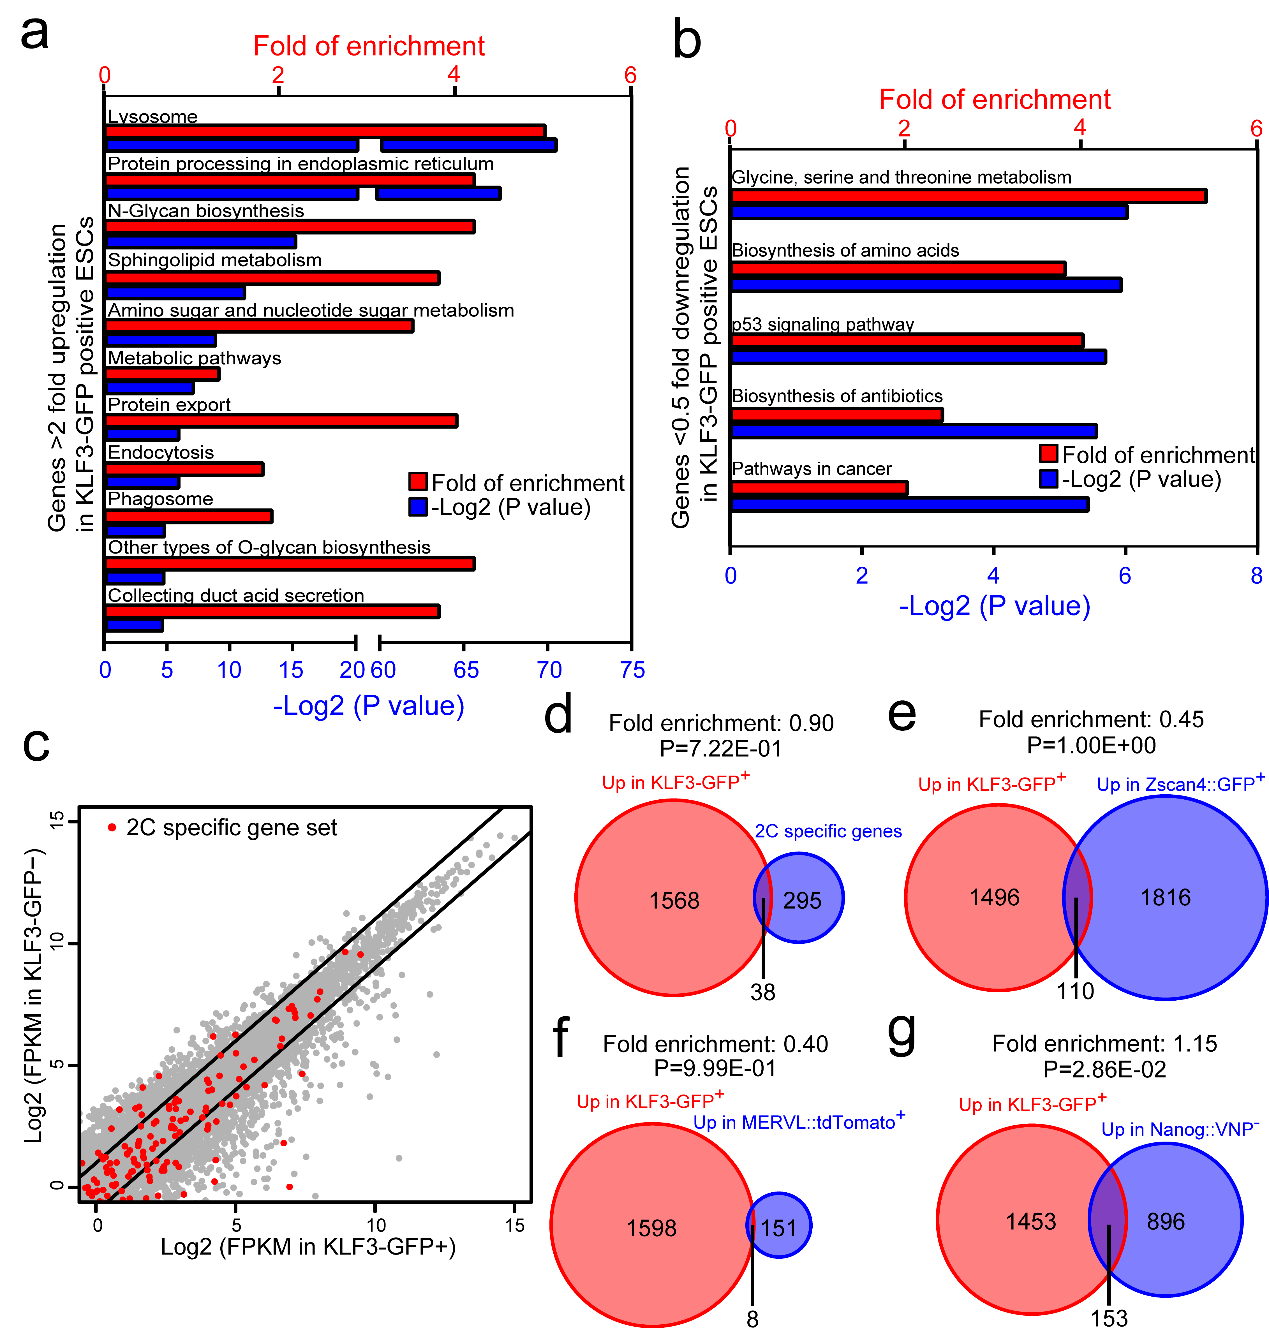

**Supplementary Figure 4. Transcriptome difference between KLF3-GFP positive and negative mESCs.**

1. KEGG pathway analysis of upregulated genes with >2-fold and P value <0.01 in KLF3-GFP positive versus negative mESCs. Shown are P value and fold of enrichment. Enriched pathways with P value <0.05 are listed.
2. KEGG pathway analysis of downregulated genes with <0.5-fold and P value <0.01 in KLF3-GFP positive versus negative mESCs. Shown are P value and fold of enrichment. Enriched pathways with P value <0.05 are listed.
3. Scatter plot of FPKM for genes in KLF3-GFP positive and negative cells. 2C-specific genes are indicated by red dots.

(**d-g**)Venn diagrams showing the overlap between genes upregulated in KLF3-GFP positive mESCs and (**d**) 2C specific genes, (**e**) genes upregulated in Zscan4::GFP positive ESCs, (**f**) genes upregulated in MERVL::tdTomato positive ESCs, or (**g**) genes upregulated in Nanog::VNP negative mESCs. Fold enrichment and P values are shown. The P value was calculated by hypergeometric test.

**Supplementary Figure 5**

**
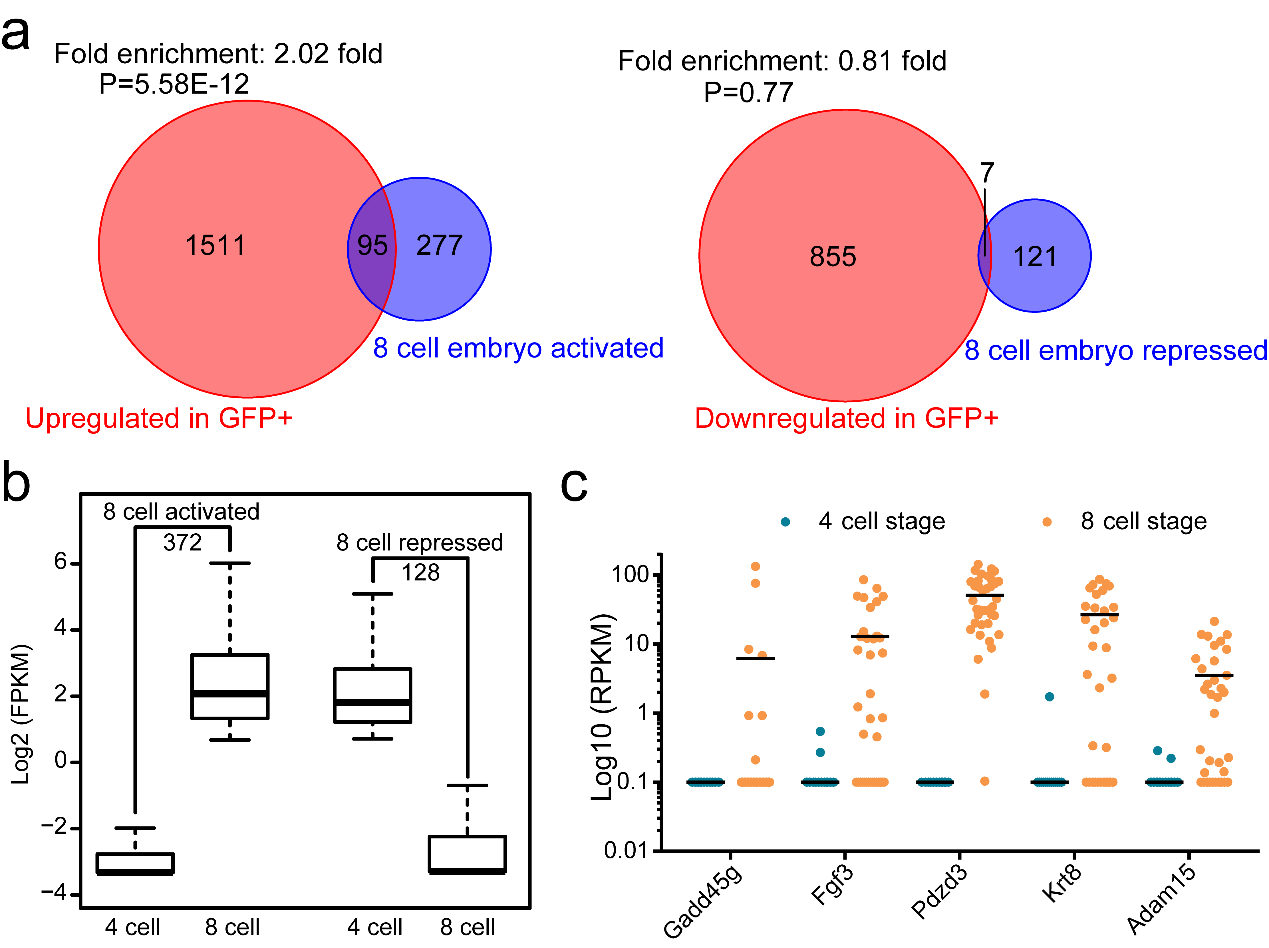
**

**Supplementary Figure 5. Genes activated from 4 cell to 8 cell embryo stage are upregulated in KLF3-GFP positive mESCs.**

1. Venn diagrams showing the overlap between KLF3-GFP positive mESC upregulated genes and 8-cell-embryo activated genes (left) and between KLF3-GFP positive mESC downregulated genes and 8-cell-embryo repressed genes (right).
2. FPKM value for genes activated or repressed at 8 cell stage in 4 or 8 cell embryos. Center line, median; box limits, upper and lower quartiles; whiskers, 1.5× interquartile range.
3. Expression of selected 8-cell-embryo activated genes in single cell RNA-seq. Center line, mean.

For (b) and (c), RNA-seq data are from Ref 41.

**Supplementary Figure 6**

**
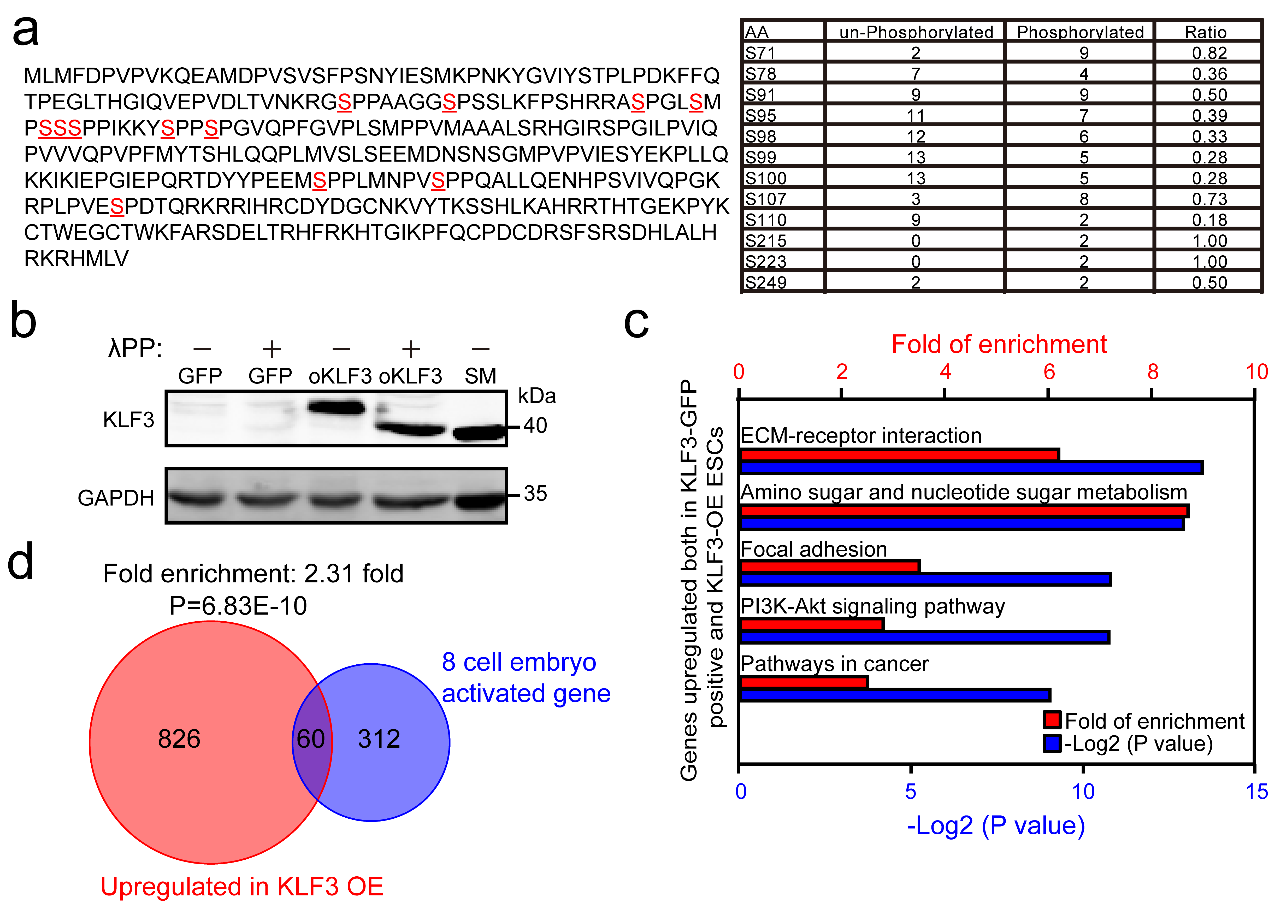
**

**Supplementary Figure 6. KLF3 overexpression upregulates a subset of 8-cell-embryo activated genes.**

1. Mass spectrometry analysis showing that multiple serine of KLF3 were phosphorylated. Left panel shows phosphorylated serine detected by mass spectrum. Right panel shows peptide counts and the phosphorylation ratio of peptides containing indicated serine.
2. Western blotting analysis of KLF3 in GFP or KLF3 overexpressing mESCs treated with λpp. For each sample, 20 μg protein extract was loaded except SM, for which 5 μg protein extract was loaded.
3. KEGG pathway analysis of genes upregulated in both KLF3-GFP positive and KLF3 OE mESCs. Shown are P value and fold of enrichment. Enriched pathways with P value <0.05 are listed.
4. The Venn diagram shows the overlap between 8 cell-embryo-activated genes and genes upregulated in KLF3 overexpressing mESCs. Fold enrichment and P value are shown. The P value was calculated by hypergeometric test.

**Supplementary Figure 7.** Uncropped western blotting images for main and supplementary figures.

**
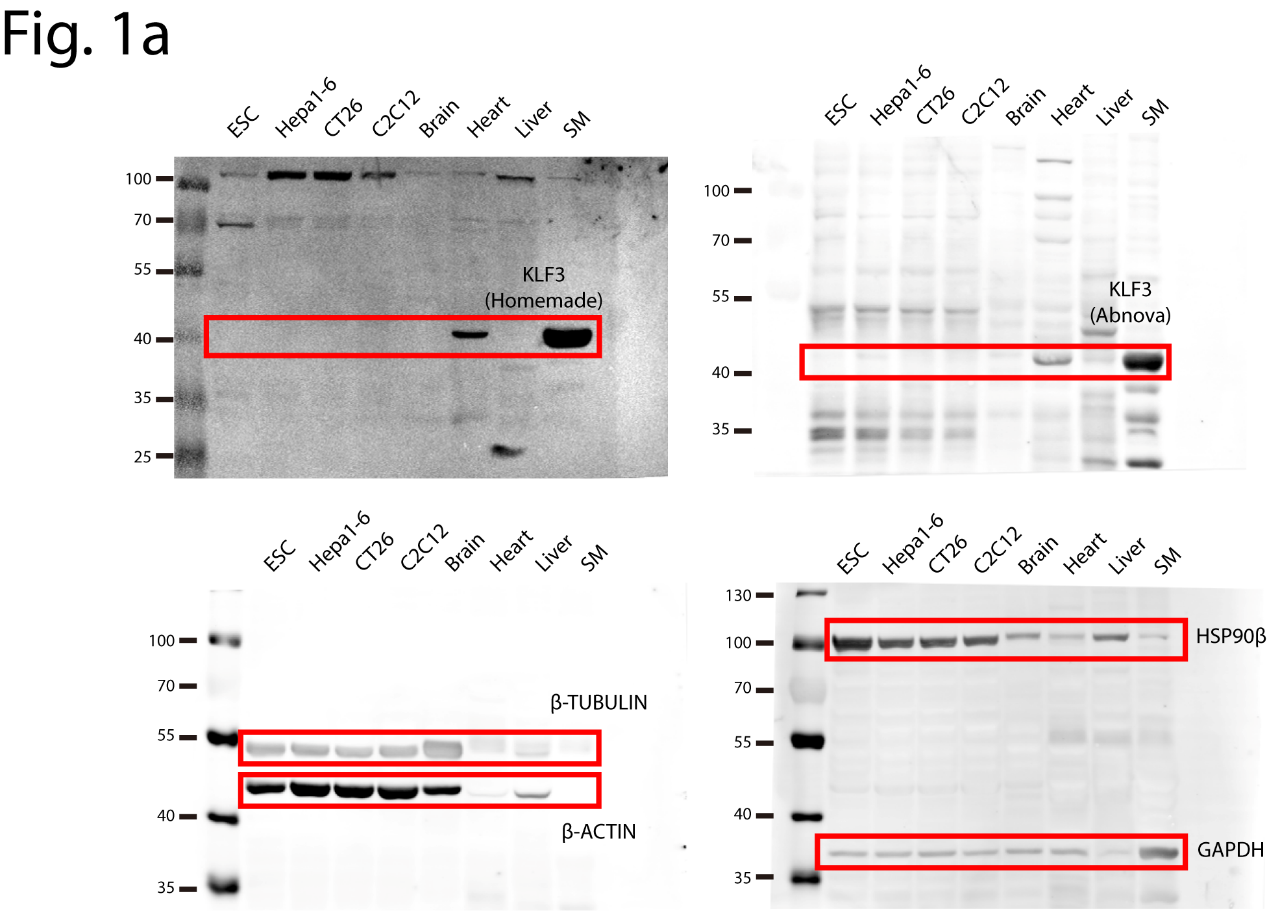
**

**
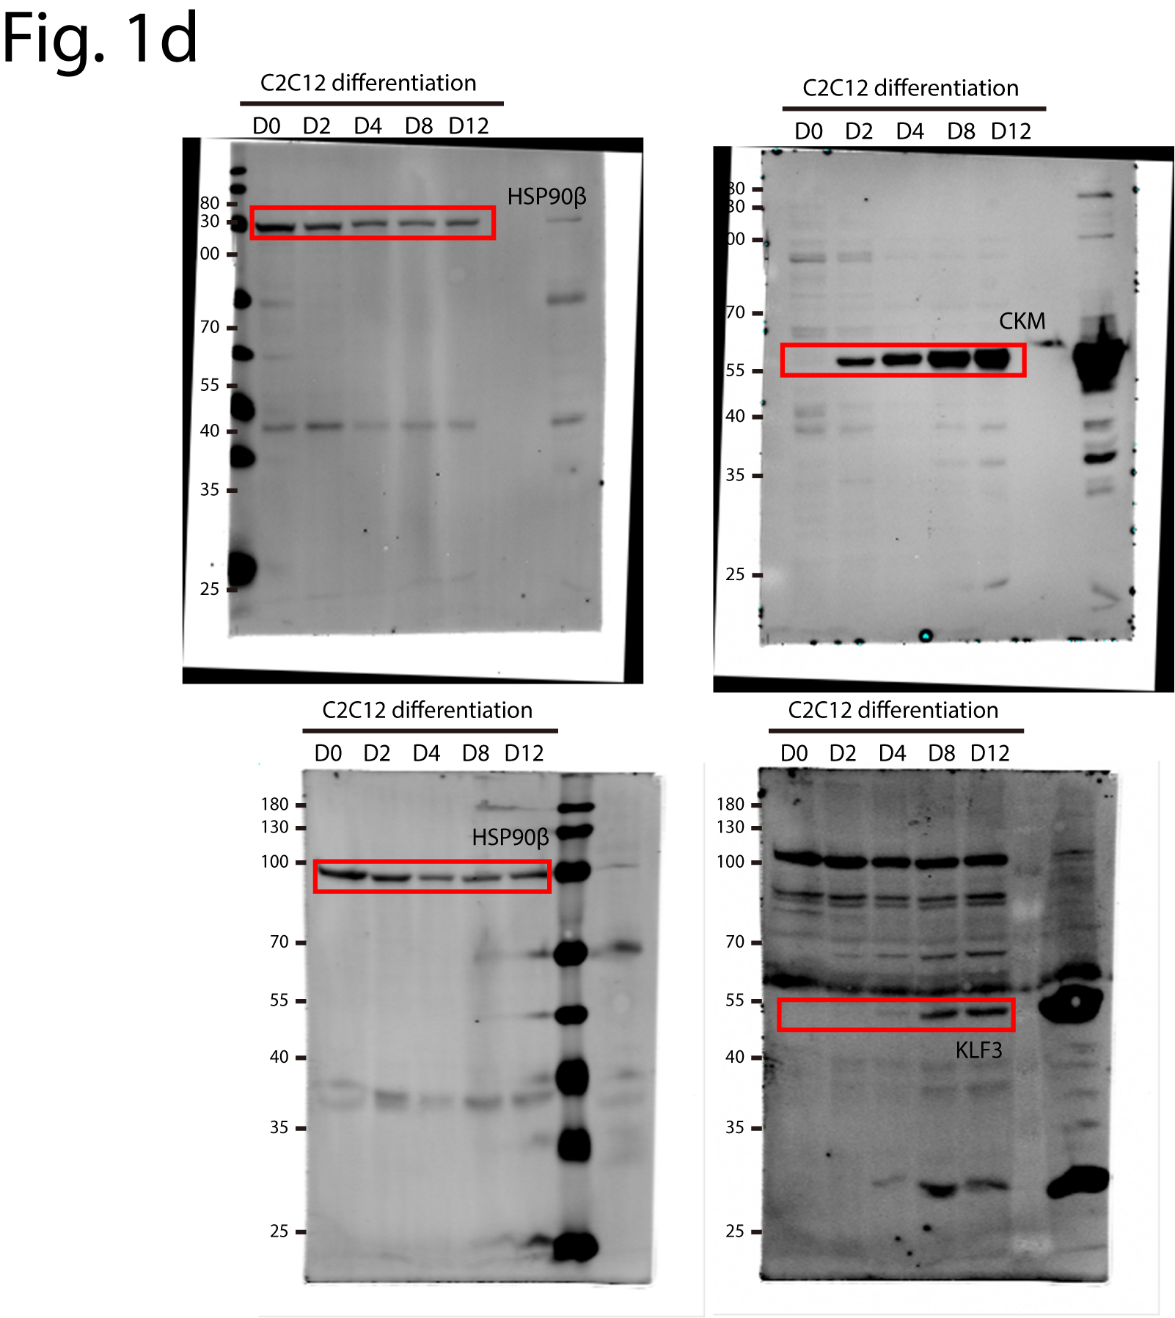
**

**
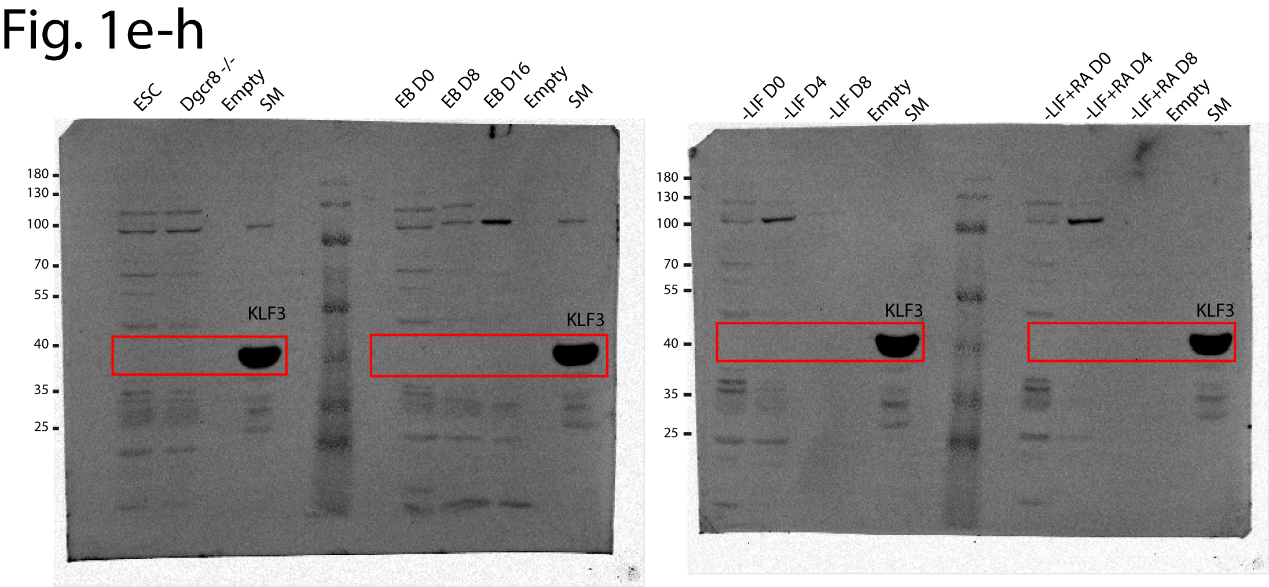
**

**
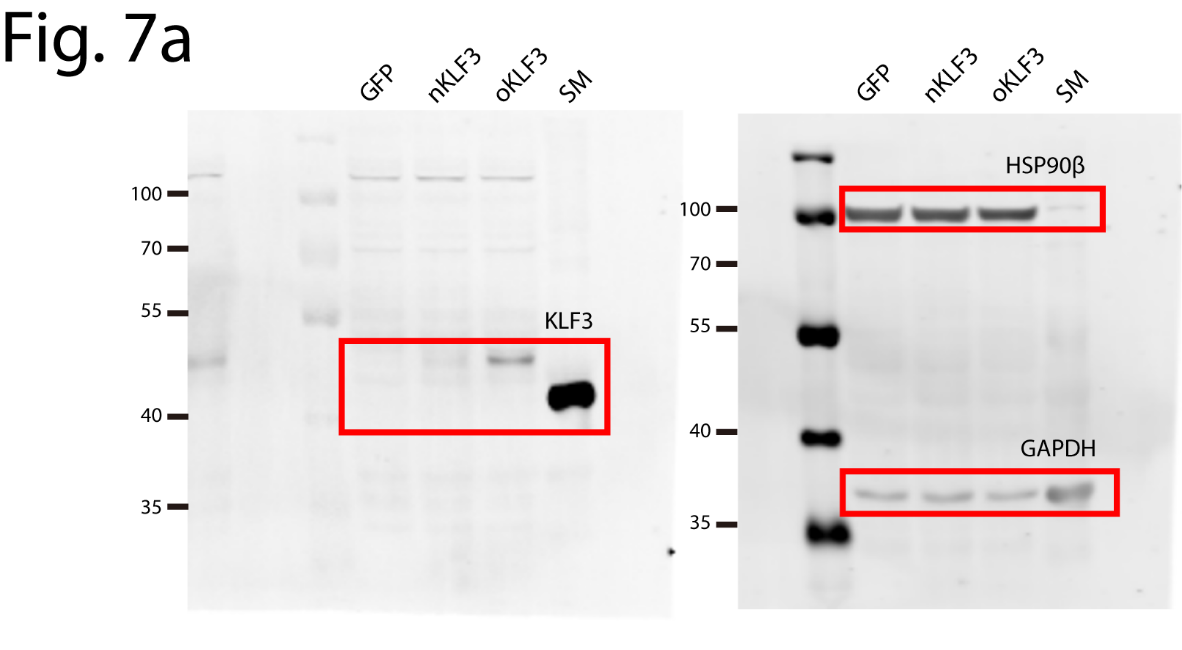
**

**
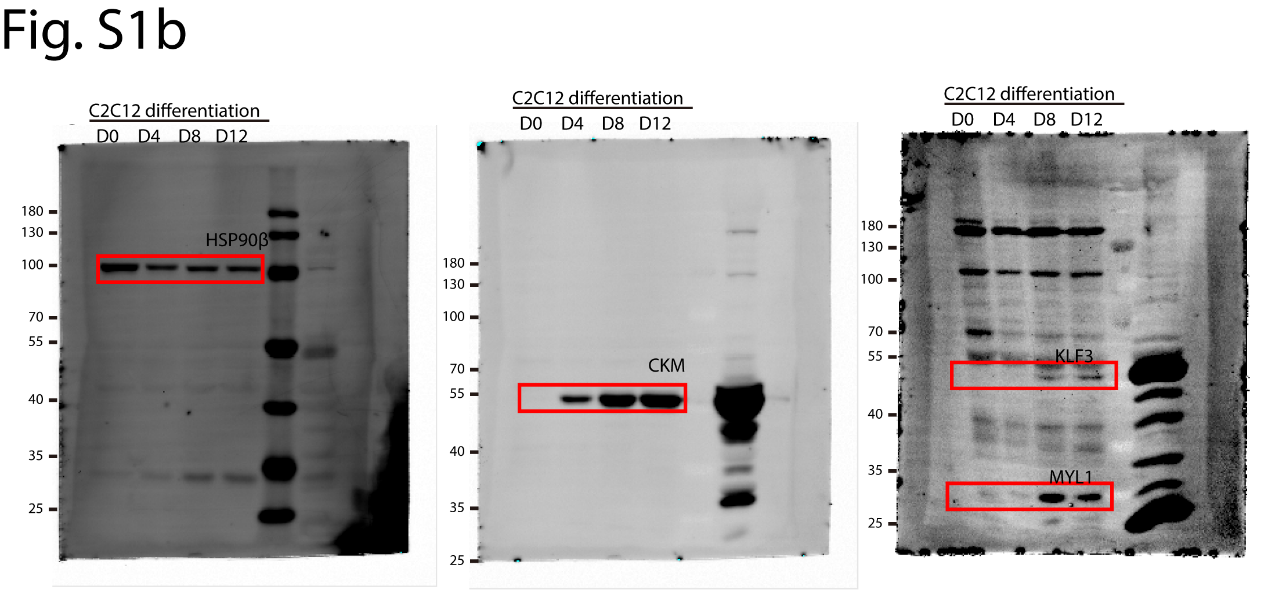
**

**
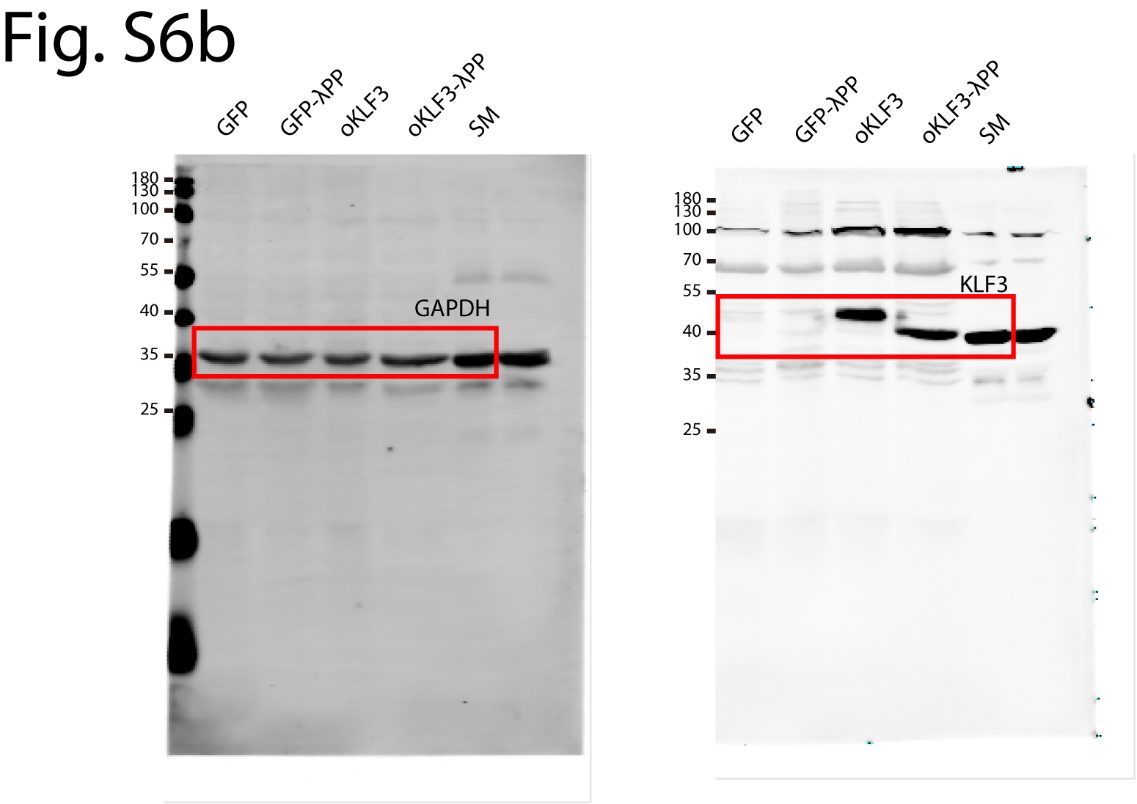
**

How the deposited data were processed for this re-analysis (not part of the article)

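Gene expression was measured by RNA-seq in 8 samples of 4 conditions and 2 experiments, with 2 samples per condition. In the first, 500 KLF3-GFP-positive or KLF3-GFP-negative mESCs per sample were sorted and sequenced after Smart-seq2. In the second, KLF3 or GFP was induced for 72 hours and poly(A) RNA was sequenced. The samples were assigned to conditions by their labels, the paper's methods and the notes of Tables S1 and S2.

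The authors aligned the reads to mm10 with STAR (version 2.5.0) with the GENCODE annotation as guide and computed FPKM with Cufflinks (version 2.2.1). They deposited 1 table per experiment with 2 columns of FPKM, 1 per condition, each the average of 2 replicates, rounded to 2 decimals, for protein-coding genes, with 0.1 as the lowest value. The authors called differentially expressed genes with DESeq2, which works on counts that were not used here. The number of reads behind each column is unknown, and whole reads could not be recovered from averaged and rounded FPKM that Cufflinks estimates from a likelihood, so no interval for counting error is given. The precision of each value and the spread between replicates are therefore unknown.

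The tests written down before the data were examined needed values for each replicate (limma with and without a variance trend and a replicate block, camera, fry, adjusted P values and leaving out each replicate) and could not be run on 1 average per condition. In their place, log2 fold changes were computed as the difference of log2(FPKM + 1) between the columns of an experiment, for genes with a mean of at least 1 FPKM over both columns, and genes were called upregulated or downregulated at a fold change above 2 or below 0.5 on this scale. The paper's further limit of 0.01 on its P value could not be applied, apart from the parts of Tables S1 and S2 used here, which hold 1997 of 13067 and 1996 of 14332 entries. In the part of Table S2, 224 of 238 genes past a 2-fold change (94.1%) also met that limit. Overlap and list tests were not run on these parts. Gene identifiers listed at several loci were represented by the locus with the highest mean.

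The 21 gene lists (lysosome, protein processing in endoplasmic reticulum, N-glycan biosynthesis, amino acid biosynthesis and serine metabolism, p53 signalling, ECM-receptor interaction, 2-cell-like, naive pluripotency, primitive endoderm, trophoblast, fibroblast and feeder, epiblast and formative, and germ layer markers, proteasome subunits, unfolded protein and integrated stress response, immediate early genes, the Klf family, and the pluripotency, 8-cell, shared upregulated and shared downregulated genes the study names) were written by hand before the data were examined. For lists with at least 5 genes tested, the median was given as a percentile among 10000 random lists of the same size matched on mean expression in 20 bins. A list was counted as apart from random lists below percentile 2.5 or above percentile 97.5. The overlap of calls was set against the number expected for independent calls among the genes tested in both experiments. The genes named are those the paper names, the Zscan4 genes, the 3 genes with the largest change in each direction in each experiment, and the 3 members with the largest absolute change in each list, ranked on the log2(FPKM + 1) scale. A gene selected by this rule is not reported here. The part of this rule that asks for both libraries of a group to lie apart from those of the other group could not be applied to averages.

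The alternatives set before the data were examined and run were a pseudocount of 0.1, a floor of 0.1 without a pseudocount, no minimum expression, a mean of at least 5 FPKM, protein-coding genes only, median-ratio scaling and quantile normalization. Added after the data were examined were the removal of smooth trends (lowess with a fraction of 0.3) of the log2 fold change with genomic span, with the median transcript length, with the GC content of transcripts, with all of these, and with genomic span after median-ratio scaling. Genomic spans and coordinates are those of the deposited tables in mm10. Transcript length and GC content came from the GENCODE M21 transcripts, which are on the same genome assembly. Of the gene identifiers, 99.8% in each table were in M21, and 99.7% overlapped the gene of the same identifier there. Transcript lengths were found for 99.3% of the genes tested in sorted cells and for 98.9% in overexpressing cells. In the overexpression table, 22 symbols had been turned into dates by a spreadsheet, and these genes were identified by their identifiers.

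The scripts were tested on simulated data with 200 changed genes. Of these, 99.5% were recovered in a simulation of the sorted cells with noise only (9234 genes) and 100% in one of the overexpression experiment (11171 genes). The simulated changes were set past the 2-fold limit and the noise below it, so this recovery was nearly fixed in advance. It checks the calculations and does not estimate the sensitivity for these data, whose spread is unknown. A simulated trend with genomic span made 0.73% of the unchanged genes in the overexpression experiment pass the limits (11164 genes), and 0 after removal of the trend. That trend was stronger (Spearman's rho -0.74) than the one in the data (-0.40). Of 100 lists of unchanged genes, 7 fell outside the middle 95% of random lists in each experiment, and a changed list stood at percentile 100. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The lists of 2-cell, Zscan4, MERVL and Nanog reporter genes behind Fig. S4 and the list behind the GSEA are not named in the paper's text and were not used here.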

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

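The tests of fibroblasts, of primitive endoderm-like cells and of copy number were chosen before the results were seen. The other tests of this part were chosen only afterwards. The test of gene length on all calls rests on the removal of a trend that was added after the data were examined. No test on replicates was possible, because each column is the authors' mean.

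Primitive endoderm markers, which the paper does not discuss as a group, rose in KLF3-GFP-positive cells with a median log2 fold change of 3.98. Matched random lists had medians between -0.29 and 0.37 in their middle 95%. Of the 36 genes of the list, 29 were tested, and KLF3-GFP-negative cells expressed 15 of the tested genes at 1 FPKM or more. Of the tested genes, 7 also belong to another list, and the study itself names Gata4 and Sox17 among its shared upregulated genes. Upregulated genes numbered 28, and Apoa1, which fell from 4.16 to 1.14 FPKM, was the exception. The most abundant markers reached high levels, with Apoe at 1995 FPKM (from 420), Srgn at 1859.95 FPKM, Sparc at 981 FPKM (from 33.5) and Serpinh1 at 430.4 FPKM (from 18.4). The median lay between 3.63 without a minimum expression and 5.34 with a floor of 0.1 over the alternatives set beforehand, which argues against the scaling and the pseudocount as its cause. Fibroblasts or feeder cells are argued against by their markers, since Col1a2, the only one of Col1a1, Col1a2 and Col3a1 in the table, stood at 0.25 FPKM and no fibroblast marker of the 6 listed exceeded 1.56 FPKM in KLF3-GFP-positive cells. A lower share of ordinary mESCs that raised the markers of other cell types alike is argued against by a comparison with the trophoblast markers. The median of the primitive endoderm markers exceeded that of the trophoblast markers by 2.87, where the middle 95% of pairs of matched random lists reached up to 0.60. Primitive endoderm-like cells in place of ordinary mESCs would give such a difference too, so the comparison does not argue against that. A candidate explanation that remains open is that the sorted cells include, or are, cells with a primitive endoderm-like programme. The rise of this list by 3.98 had been set beforehand as its test for the changed genes as a whole, but for the list itself that value restates the pattern and does not support the explanation. Samples of 500 cells do not show whether a part of the cells carries all of this RNA or each cell a part of it.

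The same list rose in the column labelled KLF3 overexpression, with a median of 1.83 over 30 genes tested, against -0.44 to 0.16 for matched random lists. GFP-overexpressing cells expressed 20 of these genes at 1 FPKM or more, 28 were upregulated and none was downregulated. Srgn rose from 10.4 to 142 FPKM, Cited1 to 26.8 FPKM (log2 fold change 3.31), Amn from 1.18 to 11.7 FPKM and Sparc from 138 to 484 FPKM. A bias with gene length is argued against, since the median was 1.82 after the trend with genomic span was removed. A lower share of ordinary mESCs that raised the markers of other cell types alike is argued against as well. The median of the primitive endoderm markers exceeded that of the trophoblast markers by 0.92, beyond the upper limit of 0.54 of the middle 95% of pairs of random lists. Primitive endoderm-like cells in place of ordinary mESCs would give such a difference too, so the comparison does not argue against that. A hypothesis that stays open is a transcriptional state shared with KLF3-GFP-positive cells. The 1010 genes upregulated in those cells that belong to no list had a median of 0.23 here, against -0.21 for matched random lists, which is in line with it, and among the 100 of them with the largest rise the median was 1.24 and 58 were past 2-fold. The 672 unlisted genes downregulated in KLF3-GFP-positive cells had a median of -0.03 (percentile 100), against -0.19 for random lists. These genes as a set thus lay above random lists here, opposite to what a shared state predicts. The random lists were not matched on genomic span, with which the log2 fold change fell in these cells. Genes downregulated in sorted cells were most frequent in the shortest of 5 groups by span (219, against 128 to 153 in the others). The set was not examined with the trend removed, so what part of its position comes with span is not known. The naive pluripotency markers fell in both experiments. Whether KLF3 acts on these genes or changes the share of cells that express them was not tested.

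Eif2s3y on chromosome Y (mm10, 1010543 to 1028847) had the largest fall of log2(FPKM + 1) in the column labelled KLF3 overexpression, with a log2 fold change of -3.58 and 5.41% of the value in GFP-overexpressing cells left. In plain FPKM, Gm21060 (at least 105-fold) and B3gnt2 (80.7-fold) fell further than Eif2s3y (18.5-fold). The paper does not discuss the genes of this chromosome. Of the other genes of chromosome Y outside the pseudoautosomal region, Uty fell from 3.56 FPKM, Ddx3y from 3.34 FPKM and Uba1y from 0.41 FPKM to the lowest value of the table, so at most 2.81%, 2.99% and 24.4% were left. Erdr1, which lies in the pseudoautosomal region, rose from 78.6 to 246 FPKM. In the sorted cells Eif2s3y (15.6 and 16.6 FPKM) and Uty (21.4 and 20.0 FPKM) stayed level and Ddx3y rose from 5.96 to 9.83 FPKM. Gene length is argued against, since the median of Eif2s3y, Uty and Ddx3y was -1.92 after the trend with genomic span was removed. Reads moving to the paralogs on chromosome X are argued against, since Eif2s3x, Kdm6a and Ddx3x changed by -91.5 FPKM in sum while the genes on chromosome Y lost 35.9 FPKM. Loss of chromosome Y in most cells of the clone labelled KLF3 overexpression may explain the fall, but these values restate the fall that prompted this hypothesis, and the 24.4% of Uba1y is set by the lowest value of the table, so they do not decide it. Kdm6a (6.72 to 1.48 FPKM) and Eif2s3x (46.8 to 14.4 FPKM) fell too, which such a loss does not account for. A regulation of these genes by KLF3 was not tested, and the clone and the transgene change together in this design.

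In KLF3-overexpressing cells the log2 fold change fell with the genomic span of the gene, with a Spearman's rho of -0.40 across 11053 genes with a transcript length, a relation the paper does not examine. In 5 groups of equal size by span, whose median spans ran from 4.11 to 102 kb, the medians of the log2 fold change were 0.35, -0.01, -0.22, -0.44 and -0.49, and the downregulated genes numbered 80, 133, 186, 359 and 375. The sorted cells did not share the trend, with a rho of 0.0583. Transcript length alone is argued against, since within 10 groups of similar transcript length the mean rho was -0.28. GC content alone is argued against by a mean rho of -0.33 within groups of similar GC content. The log2 fold change was also related to transcript length (rho -0.37) and GC content (0.32). Within groups of similar span these kept mean rho values of -0.24 and 0.21, so span alone is argued against as well. After removal of the span trend, 1107 of the 1871 genes called (59.2%) remained called, so the trend was not the cause of all calls. It stays open whether the trend comes from the libraries, such as a difference in RNA quality or in the selection of poly(A) RNA, or from the cells, and no biological explanation was tested.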

How the results depend on the processing

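The alternatives that remove a trend with span, transcript length or GC content were chosen after the results were seen, and the others before the data were examined. No paired analysis was possible because each deposited column is an average over both replicates. For the same reason limma with and without a variance trend, the replicate block, adjusted P values, camera, fry and the fits without each replicate were not run. The percentile among random lists, planned as an alternative, served as the main measure for lists. The restriction to protein-coding genes changed nothing because the tables hold no other genes. The unknown number of reads limits what can be said of genes near the lowest value, whose fold changes moved most between the pseudocount of 1 and the floor of 0.1.

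Of 219 results for named genes, 154 kept their direction and their side of the 2-fold limit under all alternatives that gave a value. A change of the minimum expression and the restriction to protein-coding genes cannot move the fold change of a gene, and are left out of the comparisons counted next. Over the 1965 comparisons that remain, 1776 kept both, 66 fell below the limit, 87 rose above it and 36 changed sign. The causes of the changes given here were not tested, except that a higher minimum expression leaves fewer genes to call.

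With a pseudocount of 0.1, 1819 genes were downregulated in KLF3-overexpressing cells, 142 were downregulated in both experiments (122.5 expected), and the fibroblast and feeder list in KLF3-overexpressing cells rose above random lists (median 0.54). With the floor of 0.1, these values were 1912, 151 (131 expected) and 0.58. Without a minimum expression, 3 lists of KLF3-GFP-positive cells moved back among random lists, namely ECM-receptor interaction (0.17), 2-cell-like markers (-0.0335) and immediate early genes (0.25), and so did the Klf family in KLF3-overexpressing cells (-0.32), where the fibroblast and feeder (0.15) and the epiblast (0.27) lists rose above them. At a mean of at least 5 FPKM, 840 genes were upregulated and 417 downregulated in KLF3-GFP-positive cells, 734 were downregulated in KLF3-overexpressing cells, and 149 upregulated and 31 downregulated genes were shared. The p53 list of KLF3-GFP-positive cells (-0.25, percentile 2.76) moved just inside random lists and the epiblast list in KLF3-overexpressing cells (0.59) above them.

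With median-ratio scaling, 1164 genes were upregulated and 695 downregulated in KLF3-overexpressing cells, and the signs of Klf15 (0.00102) and Magt1 (0.16) changed there. With quantile normalization, 706 genes were downregulated in KLF3-overexpressing cells and the ECM-receptor list rose above random lists (0.38). The sign changed for Man1a2 (0.0444), Psmd12 (-0.00291), Pou5f1 (-0.38), Klf15 (0.15) and Magt1 (0.29) in KLF3-overexpressing cells and for Alg13 (-0.00608) and Eif2s3y (-0.0738) in KLF3-GFP-positive cells.

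With the span trend removed, 441 genes were upregulated in KLF3-overexpressing cells. The epiblast list of KLF3-GFP-positive cells (-0.60) and the immediate early genes of KLF3-overexpressing cells (0.0275) moved among random lists, and the ECM-receptor (0.15) and epiblast (0.33) lists of KLF3-overexpressing cells rose above them. The sign changed for Pou5f1 (-0.31), Magt1 (0.21), Eomes (-0.20), Klf16 (-0.24) and Klf2 (-0.39) on overexpression. With the trend with transcript length removed, 453 genes were upregulated in KLF3-overexpressing cells and 101 downregulated genes were shared (74.5 expected). The 2-cell-like (0.81) and epiblast (-0.62) lists of KLF3-GFP-positive cells moved among random lists, and the N-glycan (0.00214), ECM-receptor (0.17), fibroblast and feeder (0.35) and epiblast (0.48) lists of KLF3-overexpressing cells rose above them. The sign changed for Man1a2 (0.0181), Pou5f1 (-0.33) and Magt1 (0.14) on overexpression. With the GC trend removed, the p53 (-0.16) and 2-cell-like (0.86) lists of KLF3-GFP-positive cells moved among random lists, and the sign changed for Magt1 (0.31), Eomes (-0.11), Klf16 (-0.33) and Klf2 (-0.12) on overexpression.

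With the trends with span, transcript length and GC content removed, 384 genes were upregulated in KLF3-overexpressing cells and the ratio of observed to expected shared downregulated genes was 1.52. The 2-cell-like (0.78) and epiblast (-0.61) lists of KLF3-GFP-positive cells and the immediate early genes of KLF3-overexpressing cells (0.0923) moved among random lists, and the list of protein processing (0.00872) rose above them on overexpression. The sign changed for Man1a2 (0.19), Pou5f1 (-0.51), Psmd1 (0.0265), Magt1 (0.44), Eomes (-0.11), Klf16 (-0.25) and Klf2 (-0.42). With median-ratio scaling and the span trend removed, 658 genes were downregulated in KLF3-overexpressing cells. The epiblast list of KLF3-GFP-positive cells (-0.63) and the immediate early genes of KLF3-overexpressing cells (0.24) moved among random lists, and the ECM-receptor (0.28) and epiblast (0.51) lists on overexpression rose above them. The sign changed for Man1a2 (0.15), Pou5f1 (-0.11), Psmd1 (0.14), Klf3 (0.0272), Magt1 (0.40), Eomes (-0.0427), Klf16 (-0.0433) and Klf2 (-0.19) on overexpression.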

Differences from the paper's values

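The settings named here as chosen after the values were seen are the removals of trends, and the others were set before the data were examined. The paper's calls also use a P value, which the deposited averages do not give.

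In KLF3-overexpressing cells 1133 genes were downregulated, against about 1700 in the paper (Fig. 7B, read by eye). The number was 1819 with a pseudocount of 0.1, 1912 with a floor of 0.1 and 1149 without a minimum expression, all within 1.5 times the paper's value. It was 734 at a mean of at least 5 FPKM, 695 with median-ratio scaling and 706 with quantile normalization, and unchanged with protein-coding genes only, which are outside that range. With the trend with transcript length removed, a setting chosen after the values were seen, it was 1150, also within 1.5 times the paper's value, whereas removal of the trend with span (1080), with GC content (970), with all of these (980), and with span after median-ratio scaling (658), chosen at the same time, left it outside.

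Downregulated genes shared by both experiments numbered 61, against about 130 in the paper (Fig. 7B, read by eye). With a pseudocount of 0.1 there were 142 and with a floor of 0.1 there were 151, within 1.5 times the paper's value. There were 63 without a minimum expression, 31 at a mean of at least 5 FPKM, 41 with median-ratio scaling and 63 with quantile normalization, which are not, and the restriction to protein-coding genes left the number as it was. With the trend with transcript length removed there were 101 and with those of span, transcript length and GC content removed 88, settings chosen after the values were seen, also within 1.5 times the paper's value. The other removals chosen then gave 69 (span), 59 (GC content) and 46 (span after median-ratio scaling), which are not.

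The ratio of observed to expected shared downregulated genes was 0.97, against a fold enrichment of about 1.8 in the paper (Fig. 7B, read by eye). Of the alternatives set beforehand, only a mean of at least 5 FPKM gave a value within 1.5 times the paper's, 1.29. The others gave 1.16 (pseudocount of 0.1 and floor of 0.1), 0.92 (no minimum expression), 0.97 (protein-coding genes only), 1.04 (median-ratio scaling) and 1.17 (quantile normalization). Among the removals of trends, which were chosen after the values were seen, those of transcript length (1.36), GC content (1.22), span after median-ratio scaling (1.26), and span, transcript length and GC content (1.52) came within 1.5 times the paper's value, and that of span alone (1.17) did not. The values read from Fig. 7B, with the numbers of genes changed in sorted cells in the text, imply a background of about 13000 genes for the upregulated and about 20000 genes for the downregulated overlap (Fig. 7B). On the former background, the downregulated overlap of the paper would be enriched by about 1.1 (Fig. 7B), so part of this gap comes with the background, as far as values read by eye show it.

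Of the genes that Fig. 7B names as downregulated in both experiments, Zfp141 and Lefty2 were not past 2-fold in sorted cells (-0.78 and -0.85), and Zfp141 (-0.98) and Myo5c (-0.90) were not past it on overexpression. With a floor of 0.1 all of these passed it, with -1.40 and -1.10 for Zfp141, -1.14 for Lefty2 and -1.41 for Myo5c. The paper states that the downregulated genes overlapped more than by chance, whereas the 61 shared genes were below the 63.1 expected here.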

Other observations

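The tests of proteasome subunits and of copy number were chosen before the results were seen. The gene lists were written, and their percentile among random lists was planned, before the data were examined. The other tests of an explanation in this part were chosen only afterwards. Groups of genes that were chosen after their values were seen are named as such.

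The 32 proteasome subunits had a median log2 fold change of -0.32 in KLF3-GFP-positive cells, at percentile 0.95 of matched random lists, with 27 of 32 lower and none past 2-fold. Psmd1 fell from 154 to 84.5 FPKM and Psma6 from 292 to 166 FPKM. Under the alternatives set beforehand the median lay between -0.46 (quantile normalization) and -0.32. Because the paper finds that KLF3 protein is degraded by the proteasome, a lower expression of proteasome subunits was set as a hypothesis beforehand, and the value is consistent with it, although mRNA levels do not measure proteasome activity. In KLF3-overexpressing cells the median was 0.53, at percentile 60.5.

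The genes of chromosome 18 had the median farthest from that of all genes in KLF3-overexpressing cells among the autosomes and chromosome X, by -0.16, where a ratio of 3 to 2 copies would give 0.58. This argues against the gain or loss of such a copy in all cells of a clone as the cause of the changed genes. Median-ratio scaling gave 1859 calls in place of 1871, but only 1433 of the latter (76.6%) were among them, with 438 downregulated genes lost and 426 upregulated genes gained. Quantile normalization gave 1499 calls, with 1197 of the 1871 (64.0%) among them. The scaling of the columns by the authors is thus argued against as the cause of all calls, and for the genes lost or gained it stays open. After removal of the trend with genomic span, the ratio of observed to expected shared downregulated genes rose from 0.97 to 1.17, and the other removals of trends raised it further, which is the direction to be seen if the trend hides an overlap. Whether it does stays open, because the removal of the span trend moved the ratio by less than the 1.5 times that the test asked for. The joint removal of the trends with span, transcript length and GC content moved it past that limit, to 1.52, but was not the setting of that test.

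Genes with ribosomal protein symbols, which can include genes that do not encode ribosomal proteins, and Zfp genes were looked at after the trend with genomic span had been seen. In KLF3-overexpressing cells 111 genes with ribosomal protein symbols had a median log2 fold change of 0.80 (0.98 above that of all genes) with a median span of 3.22 kb, and 0.23 with quantile normalization or 0.18 with the span trend removed. The 279 Zfp genes had a median of -0.60 (-0.42 relative to all genes), 46 of them were downregulated, and the median stayed at -0.37 with quantile normalization and -0.67 with the span trend removed. In sorted cells the medians of these groups were -0.23 and -0.06.

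Trophoblast markers had a median of 1.11 over 11 genes tested in KLF3-GFP-positive cells (percentile 99.9, 7 upregulated and 2 downregulated, 7 expressed at 1 FPKM or more in KLF3-GFP-negative cells) and 0.44 without a minimum expression. In KLF3-overexpressing cells it was 0.90 over 16 genes (percentile 100, 7 upregulated, 12 expressed in GFP-overexpressing cells). Of the tested genes in each experiment, 2 also belong to other lists, 1 of them Krt8, which the study names. Krt18 rose from 12.7 to 183 FPKM and from 36.6 to 340 FPKM, Plac1 from the lowest value to 5.11 FPKM and from 0.19 to 4.65 FPKM, and Krt19 from 9.28 to 69.7 FPKM on overexpression.

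Of 20 fibroblast and feeder markers, 1 was tested in the sorted cells, Tagln, which fell from 5.95 to 1.28 FPKM, and 7 in overexpressing cells, 6 of them at 1 FPKM or more in GFP-overexpressing cells, with a median of 0.33 (percentile 96.9). Tagln rose there from 14.7 to 62.1 FPKM, whereas Col1a1 stood at 0.23 and 0.29 FPKM. Epiblast and formative markers had a median of -0.64 over 6 genes in sorted cells (percentile 2.44), all at 1 FPKM or more in KLF3-GFP-negative cells, and 0.30 over 9 genes on overexpression (percentile 96.7). Members moved apart, with Dnmt3b rising from 6.15 to 20.4 FPKM and Tcf15 falling from 195 to 74.0 FPKM in sorted cells, while Tcf15 rose from 28.2 to 135 FPKM and Zic2 fell from 3.91 to 0.42 FPKM on overexpression. Of the 15 germ layer markers, 3 were tested in sorted cells and 4 in overexpressing cells, too few for a percentile. Pax6 fell from 4.50 to 0.47 FPKM and from 5.40 to 0.45 FPKM.

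Of the tested genes of the unfolded protein and integrated stress response list, 14 also belong to another list. The median was 1.07 in KLF3-GFP-positive cells (percentile 100, 12 of 23 genes upregulated), led by Dnajc3, Manf (189 to 692 FPKM) and Herpud1 (11.7 to 43.1 FPKM). On overexpression it was 0.12 (percentile 74.7), and -0.09 at a mean of at least 5 FPKM. Immediate early genes had a median of 0.67 over 13 genes in KLF3-GFP-positive cells (percentile 98.7) and 0.63 over 15 genes in KLF3-overexpressing cells (percentile 99.97). Klf6 rose from 2.24 to 19.0 FPKM and Btg2 from 5.69 to 23.8 FPKM in sorted cells, Myc fell there from 8.47 to 1.62 FPKM and rose from 4.54 to 16.9 FPKM on overexpression.

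The lists of the lysosome, of protein processing and of N-glycan biosynthesis, which rose in KLF3-GFP-positive cells, stood within the middle 95% of matched random lists in KLF3-overexpressing cells. There the median was -0.23 for the lysosome list (percentile 24.5), -0.02 for protein processing in the endoplasmic reticulum (percentile 59.1) and -0.02 for N-glycan biosynthesis (percentile 92.8), where all genes had -0.18. With median-ratio scaling the medians were -0.03 for the lysosome list and 0.17 for protein processing, and N-glycan biosynthesis had 0.20 with quantile normalization. In settings chosen after the values were seen, N-glycan biosynthesis (percentile 97.7 with the trend with transcript length removed) and protein processing (percentile 99.0 with those of span, transcript length and GC content removed) stood above random lists. Members of the lysosome list moved in both directions, with 7 upregulated and 11 downregulated. Ctsh rose from 2.67 to 37.6 FPKM and Cd63 from 75.8 to 233 FPKM, whereas Ap3m1 fell from 24.6 to 5.12 FPKM. The amino acid list had a median of -0.09 (percentile 1.57), which became 0.11 with median-ratio scaling and -0.51 with quantile normalization. For p53 signalling the median was -0.13 (percentile 41.6), and 0.06 with median-ratio scaling. 2-cell-like markers had a median of -0.11 over 16 genes (percentile 74.5; 0.08 with median-ratio scaling). The Zscan4 genes were lower in the column labelled KLF3 overexpression, with 0.27 FPKM after 1.49 for Zscan4b, 1.27 after 2.41 for Zscan4c, 0.77 after 1.63 for Zscan4d, 0.17 after 1.85 for Zscan4e and 0.68 after 3.17 for Zscan4f, and reads can be shared among these near-identical copies.

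The pluripotency genes also differed on overexpression. Nanog fell from 255 to 103 FPKM (log2 fold change -1.30), Esrrb from 138 to 60.3 FPKM (-1.18), Zfp42 from 295 to 166 FPKM (-0.82) and Sox2 from 157 to 104 FPKM (-0.60), with a median for the 5 genes of -0.82 (percentile 0.06). Pou5f1 had 883 and 989.69 FPKM (0.16), and -0.38 with quantile normalization. Naive pluripotency markers had a median of -1.06 in sorted cells (percentile 0) and -0.78 on overexpression (percentile 0.01), although Gbx2 fell in the former and rose from 9.17 to 26.7 FPKM in the latter.

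The Klf family had a median of 0.19 over 11 genes in sorted cells (percentile 68.7; -0.14 without a minimum expression) and -0.67 over 12 genes on overexpression (percentile 1.41). On overexpression Klf9 fell from 20.9 to 4.69 FPKM, Klf5 from 39.9 to 14.9 FPKM, Klf10 from 32.4 to 12.6 FPKM and Klf4 from 47.0 to 20.2 FPKM, whereas Klf2 had 83.9 and 102 FPKM. In GFP-overexpressing cells, Klf3 had 0.70 of the FPKM of Klf2, Klf4 0.56, Klf5 0.48, Klf10 0.39, Klf9 0.25 and Klf16 0.14. The paper ranks Klf3, Klf9, Klf10 and Klf16 below Klf2, Klf4 and Klf5 in other mESC data (Fig. S1A), and Klf3 stood above Klf4 and Klf5 in these cells. In KLF3-GFP-negative cells, whose reporter adds part of the Klf3 sequence, Klf2 had 7.02 FPKM, Klf4 26.5 FPKM, Klf5 20.7 FPKM and Klf9 22.4 FPKM.

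Among the parts of Tables S1 and S2 used here, 2 genes with a change past 8-fold had a high P value in the paper, and they were looked at because of it. Glipr1 rose from the lowest value to 93.7 FPKM in sorted cells, with the paper's P value at 0.172, and B3gnt2 fell from 11.3 to 0.14 FPKM on overexpression. The shared upregulated genes named in Fig. 7B had a median of 3.41 in sorted cells and 1.85 on overexpression (percentile 100 in both), and the shared downregulated genes -1.09 (percentile 0.08) and -1.19 (percentile 0.01), but the study chose these genes from the same samples.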
